# The nuclear poly(A)-binding protein Pab2/PABPN1 promotes heterochromatin assembly through the formation of Pab2 nuclear condensates

**DOI:** 10.1371/journal.pgen.1011647

**Published:** 2025-03-31

**Authors:** Ziyue Liu, Xiuyi Song, Gobi Thillainadesan, Tomoyasu Sugiyama

## Abstract

The assembly of constitutive heterochromatin is a prerequisite for maintaining genome stability. However, the mechanism of heterochromatin formation has yet to be completely understood. Here, we demonstrate a crucial role of the nuclear poly(A)-binding protein (PABP) Pab2/PABPN1 in promoting constitutive heterochromatin formation in the fission yeast *Schizosaccharomyces japonicus*. Histone H3 Lys 9 di- and tri-methylation, hallmarks of heterochromatin, are significantly reduced at centromeres in the absence of Pab2. Pab2 forms nuclear condensates through its RNA-recognition motif (RRM) and the intrinsically disordered domain (IDR), both of which bind to centromeric non-coding RNAs. Intriguingly, two key heterochromatin factors, the histone H3 Lys9 methyltransferase Clr4 and the Mi2-type chromatin remodeler Mit1, associate with centromeres in a Pab2-dependent manner. Pab2 interacts with two putative RNA-binding proteins, the ZC3H3 ortholog Red5 and the RBM26·27 ortholog Rmn1, both essential for heterochromatin formation. Deletion of the Pab2 N-terminal region, which disrupts this interaction, largely abolishes Pab2 function, underscoring the importance of this complex. Pab2 also associates and colocalizes with Ppn1 (a PPP1R10 ortholog), a component of the cleavage and polyadenylation specificity factor (CPSF) complex, and *ppn1* mutations disrupt constitutive heterochromatin. Notably, both Ppn1 and Rmn1 are able to interact with Clr4. Our findings reveal that Pab2 plays a pivotal role in heterochromatin assembly by forming nuclear condensates through its RRM/IDR, and Pab2 condensates facilitate the recruitment of Clr4 and Mit1 to centromeres, potentially through its binding proteins, Ppn1 and Rmn1. This study provides new insights into the mechanisms underlying heterochromatin formation and highlights the importance of RNA-binding proteins and phase separation in this process.

## Author summary

Constitutive heterochromatin is crucial for genome stability, yet its assembly mechanisms are not fully understood. In this study, we investigate the role of the nuclear poly(A)-binding protein Pab2 (human PABPN1 ortholog) in heterochromatin formation in the fission yeast *Schizosaccharomyces japonicus*. We show that Pab2 is essential for constitutive heterochromatin assembly, as evidenced by reduced H3K9 methylation, a hallmark of heterochromatin, in its absence. Pab2 forms nuclear condensates through its RNA-recognition motif and intrinsically disordered region, both binding to transcripts derived from centromeres; the Pab2 condensates are crucial for Pab2 functions. In addition, the stable association of the H3 Lys 9 methyltransferase Clr4 and the chromatin remodeler Mit1 with centromeres depends on Pab2. In addition, Pab2 interacts with two putative RNA-binding proteins Red5 and Rmn1, essential for heterochromatin formation, and theses interactions are required for its function. Moreover, Pab2 associates with Ppn1, a cleavage and polyadenylation specificity factor (CPSF) complex component, and Ppn1 contributes to heterochromatin integrity. Notably, Ppn1 and Rmn1 interact with the H3 Lys 9 methyltransferase Clr4. Our findings reveal that Pab2 promotes heterochromatin assembly by forming condensates that facilitate Clr4 and Mit1 recruitment to centromeres, potentially through Ppn1 and Rmn1. This highlights the critical role of RNA-binding proteins and phase separation in heterochromatin formation.

## Introduction

Genomic DNA in eukaryotes is organized into two functionally and structurally distinct domains: euchromatin and heterochromatin [1,2]. Euchromatin is characterized by its gene-rich composition, less condensed chromatin structures, and transcriptional activity, whereas heterochromatin is typically gene-poor, more condensed, and largely inactive in transcription and recombination. Heterochromatin can be further classified into two types: constitutive and facultative heterochromatin. Constitutive heterochromatin is found in regions enriched with repetitive DNA sequences, such as centromeres and telomeres. It is stably maintained and plays a crucial role in chromosome segregation and the suppression of recombination and transposons [3–5]. In contrast, facultative heterochromatin is assembled at specific chromosomal loci containing genes that are conditionally expressed in response to developmental and environmental cues. Therefore, the proper assembly of heterochromatin is a prerequisite for maintaining genome integrity and ensuring accurate gene expression.

The fission yeast *Schizosaccharomyces pombe* has been used as a model organism to study the mechanisms of heterochromatin assembly [5–7]. Previous studies have established that RNA interference (RNAi) is the primary pathway for assembling constitutive heterochromatin, and various factors, including DNA-binding proteins and histone deacetylases, are also essential for this process [8–15]. In contrast, the formation of facultative heterochromatin often requires the RNA degradation complex known as MTREC/NURS but does not rely on RNAi [16,17]. Since the mechanisms elucidated in *S. pombe* are conserved across higher eukaryotes [18–20], *S. pombe* has shown its significance in understanding heterochromatin assembly in multicellular organisms.

Despite these advances, the mechanisms underlying heterochromatin formation are not fully understood yet, and further research is necessary to clarify the complex interplay of various factors involved in this process. Notably, another species of fission yeast, *S. japonicus*, has emerged as a potential model for studying heterochromatin [21]. While *S. pombe* features unique repetitive sequences (*dg*, *dh*, and *imr*) at its centromeres, *S. japonicus* contains Gypsy-type retrotransposable elements that are comparable to those found in human centromeric structures [22]. Moreover, RNAi is essential for both *S. japonicus* and mammals [23,24] but not for *S. pombe* [12], suggesting that RNAi-dependent heterochromatin assembly at centromeres is indispensable for cell viability in *S. japonicus* and mammals. Based on these findings, *S. japonicus* appears to have its unique strength in the study of heterochromatin.

Recent evidence has underscored the importance of polyadenylation in RNAi-mediated heterochromatin assembly. For example, Rdp1, an RNA-dependent RNA polymerase essential for RNAi, interacts with the non-canonical poly(A) polymerase Cid12, and both Rdp1 and Cid12 are indispensable for centromeric heterochromatin [12,13,25]. In addition, CPSF (cleavage and polyadenylation specificity factor), which plays a role in mRNA polyadenylation, has been implicated in building centromeric heterochromatin [26,27]. Moreover, the *S. pombe* Caprin protein Cpn1, which is required for efficient heterochromatin establishment, is functionally linked to the cytoplasmic poly(A)-binding protein Pabp [28]. Besides that, Rde-3 — a member of the polymerase beta nucleotidyltransferase superfamily — is necessary for RNAi in *C. elegans* [29], and Dicer-2 associates with the cytoplasmic poly(A) polymerase Wispy in fruit flies [30]. These findings suggest that the functional connection between polyadenylation and RNAi is evolutionarily conserved. Nonetheless, the role of polyadenylation in heterochromatin assembly has not been extensively studied.

In this study, we present our findings on the nuclear poly(A)-binding protein Pab2/PABPN1 in *S. japonicus*. Our analyses demonstrated that Pab2 promotes selective mRNA degradation in vegetative *S. japonicus*. Intriguingly, we observed an accumulation of centromeric transcripts in *pab2* deletion cells (*pab2*∆), which was further supported by a reduction in histone H3 Lys9 methylation — the hallmark of heterochromatin — in *pab2*∆ cells. These observations indicate that Pab2 has a crucial role in assembling constitutive heterochromatin in *S. japonicus*, particularly intriguing since Pab2 is dispensable for constitutive heterochromatin formation in *S. pombe* [31]. Furthermore, we identified two RNA-binding proteins — Red5/ZC3H3 and Rmn1/RBM26·27 — as well as Ppn1/PPP1R10, a subunit of CPSF, all of which interacts with Pab2 and are essential for centromeric heterochromatin assembly. Importantly, Pab2 facilitates the recruitment of two key proteins, the histone H3 Lys9 methyltransferase Clr4 and the Mi2-type chromatin remodeler Mit1, to centromeres. Our analyses also highlight the importance of the Pab2 C-terminal intrinsically disordered region and the Pab2 RNA recognition motif (RRM), both vital for Pab2 nuclear condensates formed via phase separation, in promoting heterochromatin assembly. Based on these results, we propose that Pab2 creates a nuclear microenvironment that recruits key heterochromatin factors to centromeric regions, thereby facilitating the assembly of constitutive heterochromatin.

## Results

### Pab2 is necessary for proper growth and meiosis

Given the importance of polyadenylation and poly(A)-binding proteins in various cellular transactions, we first constructed a *pab2* (*SJAG_04601*) deletion strain (*pab2*Δ), in the fission yeast *Schizosaccharomyces japonicus* and characterized the *pab2*∆ cells. The *pab2*Δ cells exhibited slow growth, particularly pronounced at lower temperatures (18°C and 26°C) compared to wild-type (WT) cells (S1A and S1B Fig). This observation suggests that *S. japonicus* Pab2 has a critical role in growth, which may not be evident in *S. pombe*, where *pab2* deletion does not significantly hinder growth at 30°C [32]. In addition, microscopic analyses demonstrated that approximately 10% of *pab2*Δ cells displayed an abnormal DAPI staining pattern (S1C Fig), suggesting that Pab2 is required for normal mitotic cell cycle progression. Moreover, the number of asci produced by homothallic *pab2*Δ cells was reduced compared to that of homothallic WT cells when nitrogen sources were depleted (S1D Fig), and the mating efficiency was significantly decreased in *pab2*∆ cells (S1E Fig). These results indicate that Pab2 is required for efficient mating in *S. japonicus*, while Pab2 is dispensable for efficient mating in *S. pombe* [33]. Our findings demonstrate that Pab2 is essential for proper growth and meiosis in *S. japonicus*, revealing a novel role for this poly(A)-binding protein in these fundamental cellular processes and highlighting a potential divergence between the two fission yeast species.

### The nuclear poly(A)-binding protein Pab2 prevents the untimely accumulation of putative meiotic genes in *S. japonicus*

Pab2 and its orthologs play a role in RNA metabolism [16,34–36]. To investigate the function(s) of Pab2 in mitosis and meiosis, transcriptome analysis of *pab2*Δ was performed using two rounds of RNA sequencing. 

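Total RNA from mid log-phase cells, 2 libraries each of WT, *pab2*Δ and *clr4–1*, was sequenced with a strand-specific protocol. The sample labels give rich medium and 30°C for all 6 libraries. *clr4–1* carries a temperature-sensitive allele of the histone H3 Lys9 methyltransferase gene *clr4*. The authors deposited a table of 5272 genes with a value for each gene in each library and, for each mutant, the ratio to WT in each experiment. The unit of the values is not written in the table. They are taken here as FPKM, fragments per kilobase of transcript scaled to the depth of the library, because they are fractional and their sums differ between libraries, from 910209 to 1080821. FPKM holds no number of reads, so the depth of each library is unknown and no counting error can be given. *pab2* (*SJAG_04601*) was at 145 and 142 FPKM in the WT libraries and at 161 and 174 FPKM in the *clr4–1* libraries, and it was listed at 0 in both *pab2*Δ libraries. The 2 columns of *pab2*Δ carry no replicate number, and each was paired with the WT library of which the authors' ratio is the exact quotient. Replicates of a strain had Spearman correlations across genes of 0.996 for WT, 0.994 for *pab2*Δ and 0.994 for *clr4–1*. Genes were called by the rule of S1 and S2 Tables, a ratio above 2 or below 0.5 in both replicates, with no pseudocount and no ratio where WT is at 0. In addition, log2(FPKM + 1) was tested with limma over all 6 libraries for the 4899 genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. The aligner, the genome build and the treatment of reads shared by copies or overlapping genes are not named in the paper's text, so values of such genes are uncertain.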

The RNA-seq results were reproducible, with highly significant overlaps showing more than a 2-fold increase and less than a 0.5-fold decrease in *pab2*Δ between two independent experiments (S1F Fig). 

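In *pab2*Δ, 434 genes had a ratio above 2 in the first replicate and 440 in the second, out of 4897 genes with a ratio in both. Of these, 389 were shared, where 39.0 would be expected by chance. The shared genes made up 89.6% of the first list and 88.4% of the second. The log10 of the p-value of this overlap was -459.6 (one-sided exact hypergeometric test). With 5 FPKM added to both values of each ratio, the setting that moved this overlap most, 210 genes were shared, against 11.1 expected. Below a ratio of 0.5 were 134 and 132 genes, of which 106 were shared, against 3.61 expected (one-sided exact hypergeometric test, p = 3.15e-165). Each replicate was set against its own WT library, and the median absolute difference between the 2 *pab2*Δ libraries was 0.052 on the log2(FPKM + 1) scale.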

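Of the 389 genes with a ratio above 2 in both replicates of *pab2*Δ, 361 also passed limma at an adjusted p-value under 0.05, and 82 had a mean below 1 FPKM in WT. Of the 106 genes with a ratio below 0.5, 95 passed limma, and 23 were listed at 0 in both *pab2*Δ libraries, *pab2* itself among them. Requiring a 3-fold change left 220 upregulated and 48 downregulated genes. TMM scaling gave 318 and 175, and a single replicate alone gave 441 to 446 and 154 to 162. Without a fold threshold, limma called 2634 genes higher and 977 lower in *pab2*Δ, and the median log2 fold change of all genes tested was 0.19. After TMM scaling between libraries, which shifts this median by -0.20, the numbers were 1612 higher and 1692 lower, so the share of higher genes among those called was 72.9% as deposited and 48.8% after scaling. The largest increases among genes that passed both the fold rule and limma were in *SJAG_01096*, *spn7*, *SJAG_02961*, *SJAG_00587* and *SJAG_06600*, all below 2 FPKM in WT. *SJAG_01096* rose from 0.055 and 0.057 FPKM in WT to 5.36 and 5.97 FPKM (log2 fold change 2.66, standard error 0.16, adjusted p = 4.36e-05 from limma). The largest decreases, genes at 0 aside, were in *urg2*, *urg1*, *urg3*, *uro1* and *uck2*. *urg2* fell from 504 and 510 FPKM to 8.77 and 6.96 FPKM (log2 fold change -5.85, standard error 0.10, adjusted p = 6.84e-07 from limma).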

We identified a total of 389 and 83 transcripts that were upregulated and downregulated in *pab2*Δ, respectively, across both biological replicates (S1 and S2 Tables). 

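A set of meiosis genes was defined by gene symbols and by words such as meiotic or sporulation in the descriptions, because the GO annotation of the *S. pombe* orthologs was not used here. Of the genes with a ratio, 4429 have a symbol or a description. The words were chosen after reading the paper, and genes it names are among the members. Of the 137 genes of this set with a ratio in both replicates, 47 were upregulated in *pab2*Δ, against 10.9 expected (one-sided Fisher's exact test, p = 2.73e-19, adjusted p = 1.64e-18 over 6 set tests). With words of the descriptions alone, 19 of 39 were upregulated. The 3 largest increases were in *spn7*, *meu32* and *rem1*, with mean log2 ratios of 5.68, 5.29 and 5.28. Among the 138 members tested with limma, 108 were higher and 10 lower in *pab2*Δ, and adjusted over the list alone 110 were higher and 10 lower. Their median log2 fold change was 0.65 as deposited and 0.46 after TMM scaling, under which 89 were higher and 16 lower.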

Gene ontology (GO) analysis revealed that 22 out of 389 of the Pab2-suppressed genes are meiosis-related (*p* < 10^-3.28^) (Fig 1A and S3 Table), indicating that Pab2 plays a role in repressing potential meiosis-related gene expression. Consistent with previous findings in *S. pombe* showing that Pab2 suppresses untimely expression of meiotic genes [33,36], RT-qPCR analysis confirmed elevated mRNA levels for four examined putative meiotic genes in *pab2*Δ (Fig 1B). In contrast, GO analysis of the downregulated genes suggested that Pab2 promotes the expression of genes involved in small molecule (amino acids) metabolic/catabolic processes (S4 Table), which likely contributes to normal vegetative growth of *S. japonicus* (S1A and S1B Fig).

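A set of amino acid metabolism genes was defined in the same way by symbols and descriptions, leaving out tRNA and transporter genes. Of its 108 members, 12 had a ratio below 0.5 in both replicates of *pab2*Δ, against 2.34 expected (one-sided Fisher's exact test, p = 2.79e-06, adjusted p = 8.37e-06). The 3 largest decreases were in *uga1*, which encodes GABA transaminase, in *SJAG_03293*, a predicted succinate-semialdehyde dehydrogenase, and in *gdh1*, a predicted glutamate dehydrogenase. Their mean log2 ratios lay between -2.01 and -1.78. By limma, 57 of the 107 members tested were lower and 34 higher, and adjusted over the list alone 58 were lower and 35 higher. After TMM scaling 70 were lower and 16 higher. From the genes upregulated in *pab2*Δ the paper reasons that Pab2 represses meiosis-related genes. From the downregulated genes it proposes that Pab2 promotes the expression of amino acid metabolism genes. It considers a contribution of this to vegetative growth likely.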

**Fig 1:**
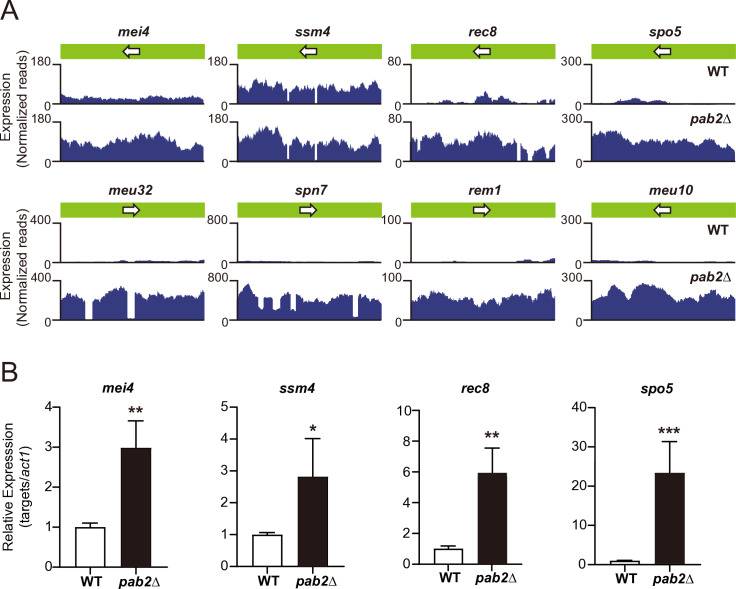
Putative meiotic mRNA accumulation in *S. japonicus pab2* **Δ**. (A) Expression of putative meiosis-related genes in wild-type (WT) and the *pab2*Δ cells. RNA-seq data of four representative meiotic genes (top) and four other highly expressed meiotic genes (bottom) are shown. (B) RT-qPCR data from four putative meiotic genes in WT and *pab2*Δ cells. The four putative meiotic mRNAs (*mei4*, *ssm4*, *rec8*, and *spo5*) were normalized to *act1* mRNA to determine their relative expression levels. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05, **p < 0.01, and ***p < 0.005).

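Among the 8 genes of Fig 1A, 7 had a ratio to WT above 2 in both replicates of *pab2*Δ. *mei4* was at 3.42 and 2.69 FPKM in WT and at 7.13 and 7.07 FPKM in *pab2*Δ (log2 fold change 1.00, adjusted p = 0.000565 from limma). *ssm4* was at 7.18 and 6.85 FPKM in WT and at 9.16 and 8.64 FPKM in *pab2*Δ, with ratios of 1.28 and 1.26. Its log2 fold change was 0.30 (adjusted p = 0.0083 from limma), and after TMM scaling it was 0.11 (adjusted p = 0.181 from limma). *rec8* had ratios of 8.88 and 5.64, and *spo5* of 10.4 and 10.2. The 4 genes of the lower panels, *meu32*, *spn7*, *rem1* and *meu10*, had mean ratios between 38.5 and 53.7, with adjusted p-values from limma of at most 8.6e-05. WT values of *meu32*, *spn7* and *rem1* differed between replicates more than their *pab2*Δ values did, so the size of these ratios depends on WT values near 1 FPKM or lower.

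**Figure D1:**
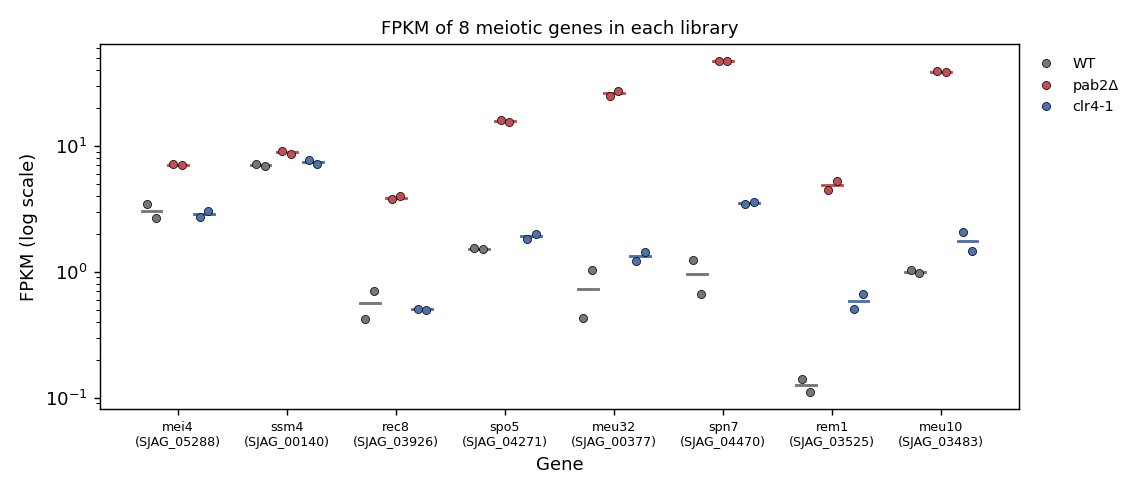
FPKM (log scale) of the 8 genes in each of 2 libraries of WT, *pab2*Δ and *clr4–1*. Points are libraries and bars are means. *spn7* lies at 47.2 and 46.7 FPKM in *pab2*Δ and at 1.25 and 0.67 FPKM in WT, whereas *ssm4* differs little between the strains.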

We previously reported that the Zn-finger protein Red1 and its associated proteins promote selective degradation of meiotic mRNAs during vegetative growth in *S. pombe* [16,37–39]. As anticipated, the levels of three putative meiotic mRNAs (*mei4*, *rec8*, and *spo5*) were accumulated in *S. japonicus red1*Δ cells (S1G Fig). Moreover, Pab2 colocalizes with Red1 in nuclear foci (S1H Fig), as reported in *S. pombe* [39,40], suggesting that Pab2 and Red1 nuclear foci are important primarily for putative meiotic mRNA degradation. These data indicate a conserved role for Pab2 and Red1 in selective mRNA degradation in both *S. japonicus* and *S. pombe*.

### Pab2 participates in the suppression of transcripts derived from constitutive heterochromatin

We identified that transcripts from centromeric and telomeric domains were upregulated in *pab2*Δ (Fig 2A and S1 Table). 

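The table gives values for genes and not for intervals, and the centromeric transcript of Fig 2A is not analysed here. Of the telomeric transcripts, *SJAG_03765* was at 1.23 and 0.491 FPKM in WT and at 2.49 and 2.59 FPKM in *pab2*Δ, with ratios of 2.03 and 5.28. Its log2 fold change was 0.96 (standard error 0.20, adjusted p = 0.00572 from limma). *SJAG_03766* was at 0.0996 and 0.142 FPKM in WT and at 0.385 and 1.33 FPKM in *pab2*Δ, with ratios of 3.86 and 9.38. Its log2 fold change was 0.68 (standard error 0.24, adjusted p = 0.0437 from limma), and after TMM scaling it was 0.61 (adjusted p = 0.0575 from limma). A single library weighs most in this gene, since the log2 fold change was 1.03 without the first replicate and 0.33 without the second. Both genes are described as transposon genes in the paper's tables, and reads shared with other copies can move their values. For *SJAG_03765* the log2 fold change was 1.27 without the first replicate and 0.65 without the second.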

Transcripts with elevated levels included retrotransposon fragments within constitutive heterochromatin and three genes embedded within the mating-type locus (*SJAG_05153*, *SJAG_05154*, and *SJAG_01113*). This finding was unexpected as, to the best of our knowledge, Pab2 has not previously been directly implicated in the formation of constative heterochromatin in either *S. japonicus* or *S. pombe*. 

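The description of 6 listed genes names a transposon, in each case only in the paper's own tables of changed genes, so that the set was chosen for change. Their median log2 fold change in *pab2*Δ was -0.0045, and 0.040 with a pseudocount of 0.1. *SJAG_05118*, *SJAG_05143* and *SJAG_06637* did not change detectably (log2 fold changes from -0.043 to 0.014, adjusted p from 0.812 to 0.93 from limma) and lay below 1 FPKM in WT and *pab2*Δ. *SJAG_16458* was lower in both *pab2*Δ libraries, at 0.276 and 0.429 FPKM against 0.777 and 0.97 FPKM in WT (adjusted p = 0.0207 from limma). Of the mating-type genes, *SJAG_05153* was at 33.7 and 30.7 FPKM in WT and at 71.4 and 63.1 FPKM in *pab2*Δ, with ratios of 2.12 and 2.06 (adjusted p = 0.000102 from limma). *SJAG_01113* had ratios of 1.49 and 1.50 (log2 fold change 0.57, adjusted p = 0.000388 from limma). *SJAG_05154* had ratios of 1.51 and 1.45, and its log2 fold change of 0.51 did not pass the threshold (standard error 0.19, adjusted p = 0.0523 from limma).

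**Figure D2:**
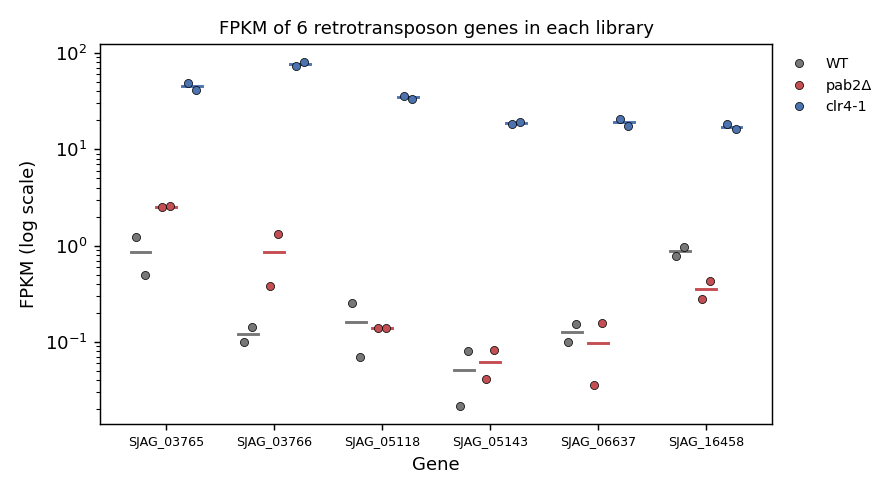
FPKM (log scale) of the 6 genes described as transposon genes in each of 2 libraries of WT, *pab2*Δ and *clr4–1*. Points are libraries and bars are means. In *clr4–1* all 6 genes lie between 16.2 and 81.2 FPKM in every library, and in WT and *pab2*Δ below 3 FPKM.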

Consistent with our RNA-seq data, RT-qPCR confirmed that the transcript levels from centromeric and telomeric regions (S2A Fig) were significantly elevated in *pab2*Δ (Fig 2B). Because transcripts from repetitive sequences are critical for RNA-based heterochromatin assembly in fission yeast [24,41,42], we hypothesized that heterochromatin assembly was adversely affected in *S. japonicus* lacking Pab2.

**Fig 2:**
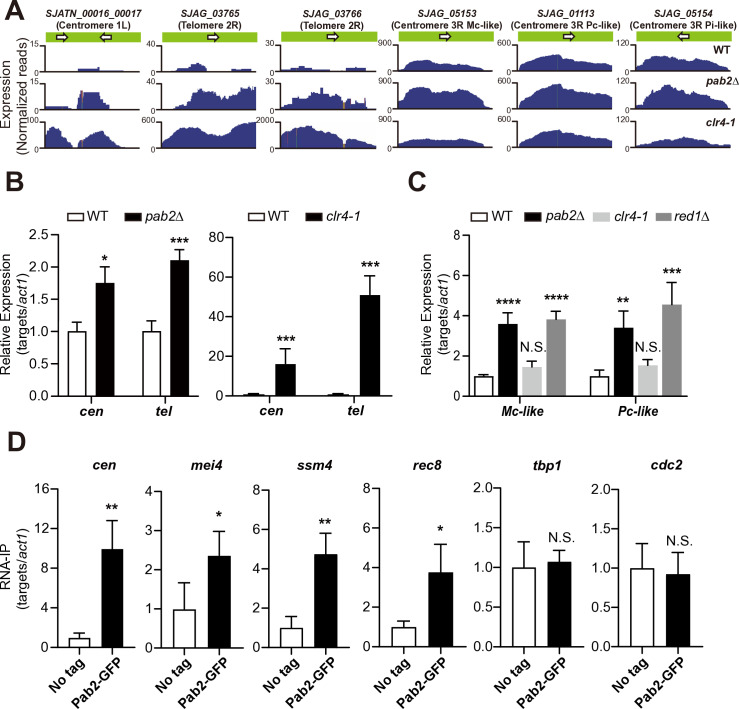
Pab2 contributes to suppressing transcripts derived from constitutive heterochromatin. (A) RNA-seq read coverage of transcripts derived from centromeres, telomeres, and the mating-type locus (located within the pericentromeric heterochromatin of chromosome III) in wild-type (WT, top panels), *pab2Δ* (middle panels), and *clr4–1* (bottom panels) strains. Note that the *clr4–1* panels use a different scale for normalized reads (RPM). (B) RT-qPCR data from centromeric and telomeric transcripts in WT, *pab2*Δ, and *clr4–1* strains. Centromeric (*cen*) and telomeric transcripts (*tel*) were normalized to *act1* mRNA to determine their relative expression levels. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05 and ***p < 0.005). (C) RT-qPCR data from mating-type transcripts in WT, *pab2*Δ, *clr4–1*, and *red1*Δ strains. Transcripts from Mc-like and Pc-like genes (*Mc-like* and *Pc-like*) were normalized to *act1* mRNA to determine their relative expression levels. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (**p < 0.01, ***p < 0.001, and ****p < 0.0001; N.S.: not significant). (D) RNA immunoprecipitation (RNA-IP) using anti-GFP antibody in Pab2-GFP and untagged parental (No tag) strains. Precipitated RNAs were subjected to RT-qPCR. Centromeric RNA (*cen*) and five other mRNAs (*mei4*, *ssm4*, *rec8*, *tbp1*, and *cdc2*) were normalized to *act1* mRNA to determine their relative enrichment. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05 and **p < 0.01; N.S.: not significant).

To investigate heterochromatin in *S. japonicus*, we first isolated *clr4–1*, a temperature-sensitive mutant of the histone H3 Lys9 methyltransferase Clr4/SUV39 (S2B Fig), as a control strain since Clr4 is essential for *S. japonicus* viability [24]. Genome sequencing results indicated that the *clr4–1* mutant carried two nucleotide substitutions: one leading to an amino acid substitution (TGT to CGT, Cys344Arg) in the SET domain responsible for histone H3 Lys9 methyltransferase activity, and the other being a silent mutation (ACA to ACG, Thr51) in the chromodomain (S2C Fig). Additionally, RNA-seq data demonstrated that the levels of both centromeric (*SJATN_00017*) and telomeric (*SJAG_03765* and *SJAG_03766*) transcripts increased substantially in *clr4–1* (Fig 2A and S5 Table), and the increase was confirmed by RT-qPCR (Fig 2B). 

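The centromeric transcript is not analysed here. *SJAG_03765* reached 48.4 and 41.5 FPKM in *clr4–1*, a log2 fold change from WT of 4.65 (standard error 0.20, adjusted p = 5.05e-05 from limma). *SJAG_03766* reached 73.5 and 81.2 FPKM, a log2 fold change of 6.13 (standard error 0.24, adjusted p = 4.03e-05 from limma). Its mean ratio was 656, which rests on WT values near 0.1 FPKM. The median log2 fold change of the 6 genes described as transposon genes was 4.44 in *clr4–1*, and 6.69 with a pseudocount of 0.1. *clr4* itself (*SJAG_04574*) was at 9.34 and 9.48 FPKM in WT and at 19.6 and 23.3 FPKM in *clr4–1* (log2 fold change 1.10, adjusted p = 0.00127 from limma). The adjacent gene *meu6* rose as well, with a mean ratio of 1.52, whereas the other 3 genes nearest to *clr4* had mean ratios of 0.660, 0.912 and 0.901. By the fold rule 47 genes were upregulated and 59 downregulated in *clr4–1*. Of the 47, 33 had a mean below 1 FPKM in WT, and 32 passed limma. Requiring a mean of at least 5 FPKM left 20 upregulated genes, and adding 1 FPKM to both values of each ratio gave 36, of which 20 were among the 47. A single replicate alone gave up to 93 upregulated and 111 downregulated genes. Limma called 740 genes higher and 1345 lower in *clr4–1*, a share of 35.5% higher, and after TMM scaling 1030 higher and 865 lower, a share of 54.4%. The other largest increases were in *SJAG_05143*, *SJAG_06641*, *SJAG_05118* and *SJAG_06637*, and the largest decreases in *uro1*, *urg1*, *cbm1*, *xan1* and *ptr2*.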

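In *clr4–1*, 6 of the 108 amino acid metabolism genes had a ratio below 0.5 in both replicates, against 1.30 expected (one-sided Fisher's exact test, p = 0.00175, adjusted p = 0.00262). The 3 largest decreases were in *arg3*, *uga1* and *SJAG_03293*, with mean log2 ratios of -2.67, -2.53 and -2.16. By limma 44 of the 107 members tested were lower and 20 higher, and adjusted over the list alone 45 were lower and 22 higher. After TMM scaling this difference was smaller, with 35 lower and 28 higher.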

GO analysis indicated that transcription levels of genes involved in the amino acid metabolic process were reduced in *clr4–1* (S6 Tables).

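The Mc-like gene *SJAG_05153* was at 27.2 and 25.0 FPKM in *clr4–1*, below both WT libraries (log2 fold change -0.29, adjusted p = 0.0311 from limma). After TMM scaling it was -0.23 (adjusted p = 0.0681 from limma). The Pc-like gene *SJAG_01113* was at 51.7 and 56.6 FPKM in *clr4–1* and 54.4 and 50.8 FPKM in WT, a difference within the spread between replicates, with log2 fold changes of -0.073 and 0.15 in the first and second replicate (adjusted p = 0.634 from limma). *SJAG_05154*, which encodes Pi, was at 6.45 and 3.95 FPKM in *clr4–1* and at 7.62 and 7.13 FPKM in WT (log2 fold change -0.46, adjusted p = 0.101 from limma), and the log2 fold change was -0.71 without the first replicate and -0.21 without the second. In the direct contrast all 3 genes, Mc-like, Pc-like and Pi, were higher in *pab2*Δ than in *clr4–1*, by 1.33, 0.53 and 0.97 on the log2 scale (adjusted p of 3.5e-05, 0.000465 and 0.0043 from limma). The median of all genes tested was itself 0.27 higher in *pab2*Δ, so part of these differences goes with that shift. After TMM scaling the Pc-like gene had log2 fold changes from WT of 0.36 in *pab2*Δ and 0.10 in *clr4–1*.

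**Figure D3:**
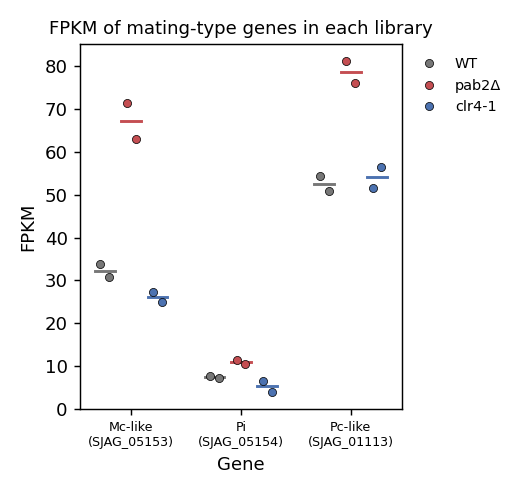
FPKM of the Mc-like, Pi and Pc-like genes in each of 2 libraries of WT, *pab2*Δ and *clr4–1*. Points are libraries and bars are means. The *pab2*Δ libraries of each gene lie above all libraries of the other 2 strains.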

Interestingly, mRNAs derived from three genes encoding Mc-like (*SJAG_05153*), Pc-like (*SJAG_01113*), and Pi (*SJAG_05154*) proteins within the mating-type locus were not accumulated in *clr4–1* (Fig 2A), despite their location within pericentromeric heterochromatin of chromosome III [21]. We hypothesized that these mRNAs are degraded by the Pab2/Red1-dependent RNA elimination pathway due to their association with meiosis. RT-qPCR results revealed that mRNAs encoding Mc-like and Pc-like proteins were upregulated in both *pab2*∆ and *red1*∆, but not in *clr4–1* (Fig 2C), indicating that the genes within the mating-type locus are primarily repressed by the RNA elimination mechanism in *S. japonicus*.

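Of the 47 genes upregulated in *clr4–1* by the fold rule, 31 were also upregulated in *pab2*Δ, against 3.73 expected (one-sided exact hypergeometric test, p = 1.18e-23). Of the 59 downregulated genes, 28 were also downregulated in *pab2*Δ, against 1.28 expected (same exact test, p = 1.79e-32). Both strains were compared with the same WT libraries, which alone gives some overlap. In 1000 simulations of unchanged strains against shared WT libraries, at most 3 genes were up in both and at most 4 down in both. With 1 FPKM added to both values of each ratio 10 genes were up in both (same exact test, p = 7.09e-05), and with a mean of at least 5 FPKM required 14 were (same exact test, p = 1.73e-13). With a different WT library for each strain and 1 ratio per strain, 55 or 53 genes were up and 35 or 31 down in both, and with a single replicate against its own WT library 57 or 58 were up and 49 or 52 down. Between the lists that limma called higher in each strain the overlap was 415 genes, against 398 expected (same exact test, p = 0.0915), so this overlap was not detectable without a fold threshold. Between the lists called lower it was 351, against 268 expected (same exact test, p = 5.11e-11). The simulations did not cover the limma lists, so how much of this overlap comes from shared WT libraries is unknown. The correlation of the 2 log2 fold changes across genes was 0.28, and genes are not independent replicates. The simulations with shared WT libraries gave 0.40 to 0.59. They hold no real changes, so this range cannot tell whether 0.28 shows a relation. With a different WT library for each strain the correlation was 0.22, against -0.074 to 0.071 in the simulations. With the WT libraries exchanged between the strains it was 0.17, for which no simulation was run.

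**Figure D4:**
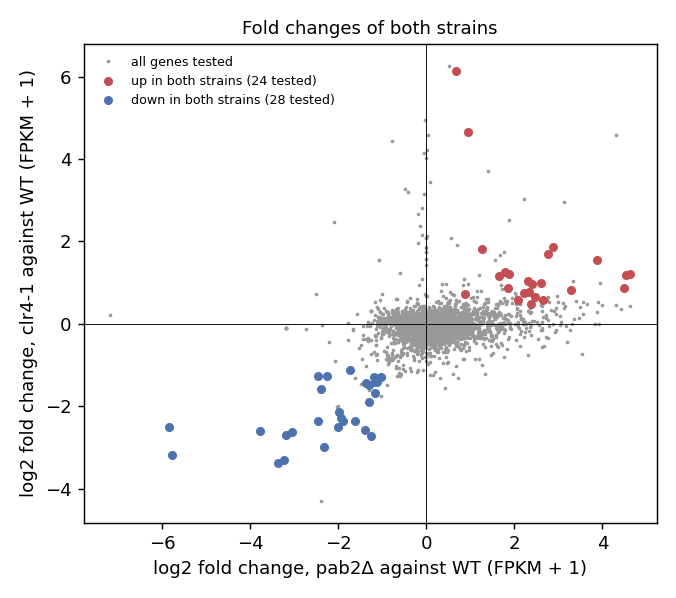
Log2 fold change from WT, on the log2(FPKM + 1) scale, in *pab2*Δ (x axis) and *clr4–1* (y axis) for the 4899 genes tested with limma. Coloured points are genes that pass the fold rule in the same direction in both strains, of which 24 upregulated and 28 downregulated genes were tested, and gray points are the other genes.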

Our RNA-seq data also demonstrated that Pab2- and Clr4-target genes significantly overlapped (S2D Fig and S7 and S8 Tables), suggesting that Pab2 and Clr4 cooperated to suppress and promote the expression of specific genes. GO analysis of the downregulated genes in both *pab2*∆ and *clr4–1* mutant strains showed enrichment in gamma-aminobutyric acid metabolic process, small molecule catabolic process, gamma-aminobutyric acid catabolic process, non-proteinogenic amino acid metabolic process, and arginine biosynthetic process via ornithine (S2E Fig). On the other hand, no significant enrichment was found in GO analysis of the upregulated genes in both *pab2*∆ and *clr4–1* mutant strains.

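Among the 28 genes downregulated in both strains were 5 amino acid metabolism genes, against 0.618 expected (one-sided Fisher's exact test, p = 0.000312, adjusted p = 0.000624). Against the 106 genes downregulated in *pab2*Δ, which hold 12 members of the set, 3.17 would be expected (same exact test, p = 0.176), and against the 59 downregulated in *clr4–1* 2.85 (same exact test, p = 0.076). They were the GABA pathway genes *uga1* and *SJAG_03293*, the arginine biosynthesis genes *arg3* and *arg41*, and *gcv2*, which encodes a predicted subunit of the glycine cleavage complex. In *pab2*Δ the mean log2 ratios of *arg3*, *arg41* and *gcv2* were -1.41, -1.30 and -1.08, and in *clr4–1* those of *arg41* and *gcv2* were -1.51 and -1.37.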

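The GO annotation was not used here. Of the 31 genes upregulated in both strains, 4 belonged to the word-based meiosis set, *spn7*, *rem1*, *rec25* and *mug146*, against 0.867 expected (one-sided Fisher's exact test, p = 0.0103, adjusted p = 0.0123). All 31 are among the 389 genes upregulated in *pab2*Δ, which hold 47 members of the set, and against these 3.75 members would be expected (same exact test, p = 0.531), so no enrichment beyond that of *pab2*Δ was detected. Their increase in *clr4–1* was small on the log2(FPKM + 1) scale for *rem1* (0.49, adjusted p = 0.0677 from limma) and larger for *spn7* (1.22, adjusted p = 0.00208 from limma). No other gene of the set passed the fold rule upward in *clr4–1*, and over the 47 upregulated genes of *clr4–1* the same 4 genes compare with 1.31 expected (one-sided Fisher's exact test, p = 0.0414, adjusted p = 0.0414). This test depended on the choices made. With only genes that have a symbol or a description p was 0.000689. With words of the descriptions alone p was 0.0534, with a mean of at least 5 FPKM 0.0817, and among the genes that limma called higher in *clr4–1* 20 were members, against 20.8 expected (p = 0.618, all by the same exact test).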

A previous study demonstrated that non-coding RNAs derived from centromeres are transcribed by RNA polymerase II (Pol II) in *S. pombe* [43], prompted us to examine Pol II occupancy at centromeres in *pab2*∆. ChIP-qPCR analysis revealed no significant increase in Pol II occupancy in *pab2*∆ (S2F Fig). This is consistent with the modest upregulation of heterochromatic transcripts observed in *pab2∆* (Fig 2A and 2B), particularly when compared to the substantial increase in both Pol II occupancy (S2F Fig) and centromeric transcript levels (Fig 2A and 2B) observed in *clr4–1*. These findings suggest that transcriptional gene silencing at heterochromatin is largely maintained even in *pab2∆*.

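*pab2*Δ and *clr4–1* were compared directly with limma. *SJAG_03765* was lower in *pab2*Δ than in *clr4–1* (-3.69 on the log2 scale), and so was *SJAG_03766* (-5.45; adjusted p of 2.28e-05 and 1.17e-05 from limma). The other 4 genes described as transposon genes were lower in *pab2*Δ with differences between -3.75 and -4.96. Over all genes tested, 2991 were higher and 852 lower in *pab2*Δ than in *clr4–1*. After TMM scaling, which shifts the median difference by -0.27, 1688 were higher and 1690 lower, so the share of higher genes was 77.8% as deposited and 50.0% after scaling. By the fold rule 6 genes changed in opposite directions. *SJAG_16458* and *SJAG_05173* were down in *pab2*Δ and up in *clr4–1*, and *isp6*, *dip5*, *SJAG_02438* and *SJAG_05404* were up in *pab2*Δ and down in *clr4–1*. The decrease of *SJAG_05173* in *pab2*Δ and that of *SJAG_05404* in *clr4–1* did not pass limma (adjusted p of 0.33 and 0.342), and both genes were below 1 FPKM in WT. The paper sets the modest rise of heterochromatic transcripts in *pab2*Δ against the substantial rise in *clr4–1*, beside Pol II occupancy in S2F Fig, which was not analysed here.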

Given that Pab2 is an RNA-binding protein, we assumed that it binds to transcripts derived from constitutive heterochromatin and putative meiotic genes. To examine this assumption, we performed RNA immunoprecipitation (RNA-IP) followed by RT-qPCR. As shown in Fig 2D, Pab2 preferentially bound to RNAs derived from centromeres and putative meiotic mRNAs but did not preferentially associate with *tbp1* and *cdc2* mRNAs, which encode the TATA-binding protein Tbp1/TBP and the cyclin-dependent kinase Cdc2/Cdk1, respectively. These findings suggest that Pab2 selectively interacts with certain RNAs.

### Pab2 facilitates H3K9 methylation at constitutive heterochromatin

One of the hallmarks of heterochromatin is histone H3 Lys9 di- and tri-methylation (H3K9me2/H3K9me3), which provides binding sites for chromodomain proteins such as HP1 [4,5]. While both H3K9me2 and H3K9me3 are repressive marks that are bound by chromodomain proteins, H3K9me3 is generally associated with a stronger and more stable form of transcriptional repression, often leading to heterochromatin formation, compared to H3K9me2 [44]. Since heterochromatic silencing is partially disrupted in *pab2*∆, we conducted chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) to assess H3K9me levels in *pab2*Δ. ChIP-qPCR results revealed that H3K9me2 at centromeres and telomeres was significantly decreased in *pab2*Δ and *clr4–1* (Fig 3A). In contrast, H3K9me3 was significantly reduced at centromeres but not at telomeres in *pab2*∆ and *clr4–1* (Fig 3A), suggesting the more robust or redundant mechanism of heterochromatin assembly at telomeres. These results suggest that Pab2 is not absolutely required for H3K9me, but it promotes proper H3K9me in *S. japonicus*.

**Fig 3:**
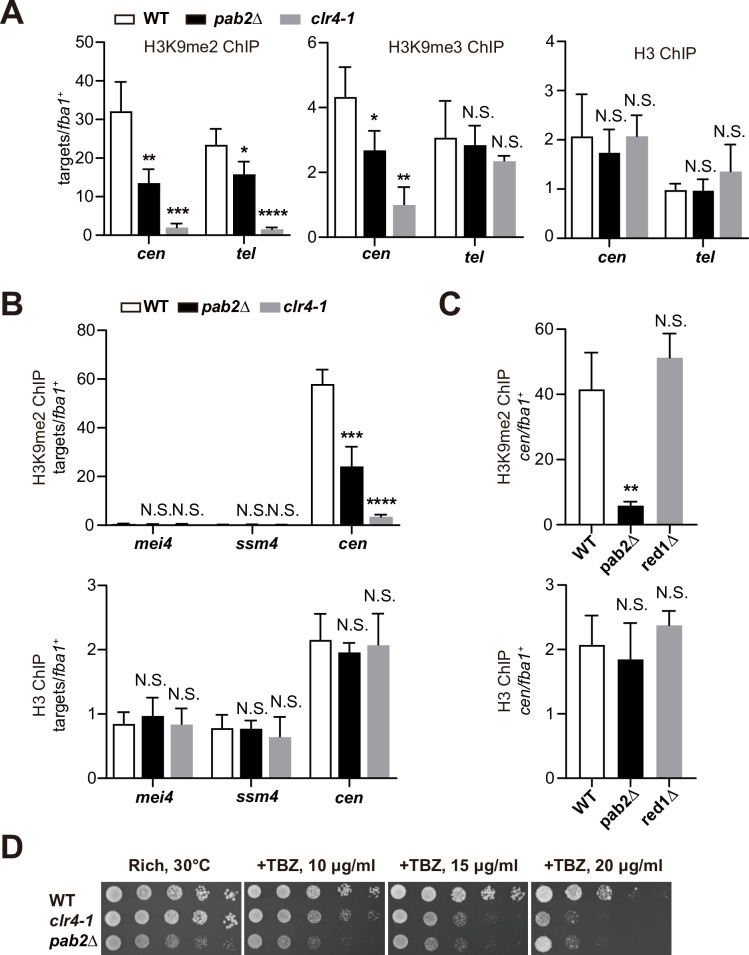
Pab2 plays an important role in constitutive heterochromatin. (A) H3K9me2, H3K9me3, and total H3 enrichment at centromeres and telomeres in wild-type (WT), *pab2*Δ, and *clr4–1* cells were assessed by ChIP-qPCR. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001; N.S.: not significant). (B) No noticeable heterochromatin islands at the *mei4*^+^ and *ssm4*^+^ loci in *S. japonicus*. ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at these loci and centromeres in WT, *pab2*∆, and *clr4–1* was conducted. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (***p < 0.001 and ****p < 0.0001; N.S.: not significant). (C) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres in WT, *pab2*∆, and *red1*∆. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (**p < 0.01; N.S.: not significant). (D) Thiabendazole (TBZ) sensitivity assay of WT, *pab2*Δ, and *clr4–1* cells. Ten-fold serial dilutions were spotted onto complete medium plates in the presence or absence of TBZ and grown at 30°C.

As described above, *S. pombe* has facultative heterochromatin at various loci, with two representative heterochromatin islands found at two meiotic gene loci, *mei4*^+^ and *ssm4*^+^ [7,45–47]. Because the genomic regions surrounding these loci are syntenic between *S. japonicus* and *S. pombe*, we reasoned that *S. japonicus* might also have heterochromatin islands at the orthologous loci. However, we did not observe any significant enrichment of H3K9me2 at either locus by ChIP-qPCR (Fig 3B), suggesting that the assembly of facultative heterochromatin at meiotic genes is not conserved even among *Schizosaccharomyces* species. Note that facultative heterochromatin at the meiotic genes is not always observed even in WT cells of *S. pombe* [48]. Besides, considering that both Pab2 and Red1 suppressed inferred meiotic mRNAs during vegetative growth (Figs 1 and S1G), we propose that Pab2, but not Red1, has two separable functions: mRNA degradation and heterochromatin assembly.

Previous studies reported that RNA degradation proteins, including Red1, Mmi1, and Erh1, were crucial for the assembly of facultative but not constitutive heterochromatin in *S. pombe* [17,31,37,45,47,49]. Similarly, the levels of H3K9me2 at centromeres in *red1*∆ were comparable to those in WT (Fig 3C), indicating that the Red1-dependent RNA degradation pathway is dispensable for the formation of constitutive heterochromatin in *S. japonicus*.

The expected increase in centromeric transcripts was not observed in *pab2*Δ (Fig 2B), although H3K9me2/H3K9me3 were significantly decreased (Fig 3A). We hypothesized that Pab2-independent pathways might degrade the centromeric transcripts. Indeed, centromeric transcripts were also elevated in *cid14*∆, *S. japonicus* lacking Cid14/TENT4 — a constituent of the nuclear exosome-targeting complex TRAMP [50], but the increase was more pronounced in *cid14*Δ (S3A Fig). This result indicates that TRAMP-dependent RNA decay suppresses centromeric transcripts at the post-transcription level, as described in *S. pombe* [50]. Additionally, combining the *pab2*^RRM3A^ mutation (see below) with *cid14*∆ resulted in a significant reduction of H3K9me2 (S3B Fig). Thus, it is plausible that centromeric transcripts upregulated in *pab2*∆ are degraded by the TRAMP-mediated RNA elimination system, thereby masking the impact of *pab2* deletion.

It has been demonstrated that centromeric heterochromatin is vital for proper chromosome segregation, and loss of heterochromatin resulted in sensitivity to thiabendazole (TBZ), a microtubule-destabilizing agent [51–53]. If the partial loss of H3K9me2/H3K9me3 is biologically significant, we would expect TBZ sensitivity to be observed in *pab2*∆ cells. Indeed, we found that both *pab2*Δ and *clr4–1* exhibited sensitivity to TBZ (Fig 3D). From these results, we proposed that Pab2 is essential for the assembly of constitutive heterochromatin in *S. japonicus*.

### The Pab2 intrinsically disordered region, which coordinates phase separation, is required for heterochromatin assembly

Intrinsically disordered regions (IDRs) are essential for forming biomolecular condensates via phase separation [54,55]. During vegetative growth in *S. japonicus*, Pab2 predominantly forms a single nuclear focus (S1H and S4A Figs), consistent with observations in *S. pombe* [33,40], suggesting that Pab2 possesses an IDR that drives condensate formation. Indeed, DISOPRED3 [56] predicted that the C-terminal domain of Pab2 (amino acids: 136–174), rich in arginine and glycine residues, is an intrinsically disordered region (Fig 4A). Treatment with 1,6-hexanediol (1,6-HD), which disrupted membrane-less biological condensates [57,58], abolished Pab2 foci, and these foci reappeared upon 1,6-HD removal (S4B Fig). As 1,6-HD treatment did not affect steady-state Pab2-GFP levels (S4C Fig), these results indicate that Pab2 forms phase-separated nuclear condensates in a C-terminal IDR-dependent manner.

**Fig 4:**
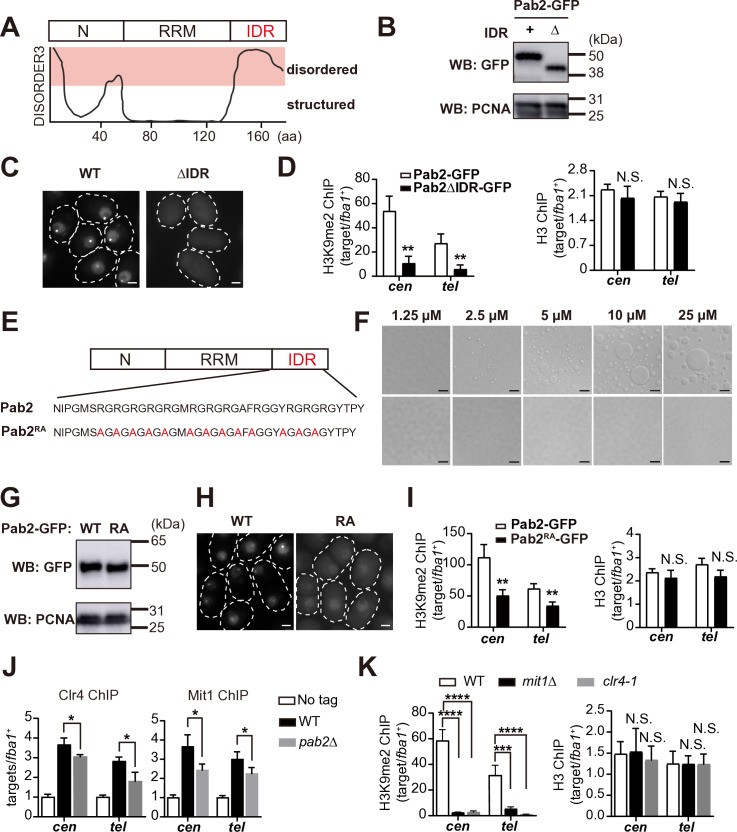
The Pab2 intrinsically disordered region (IDR) is required for heterochromatin assembly and condensate formation. (A) Prediction of Pab2 IDR using DISOPRED3. The C-terminal region of Pab2 (amino acids: 136–174) is predicted to be intrinsically disordered. The N-terminal domain (N) is predicted to be partially disordered, while the RNA-recognition motif (RRM) is predicted to be ordered. (B) Western blot analysis of Pab2-GFP and Pab2ΔIDR-GFP protein levels. Pcn1/PCNA serves as a loading control. (C) Fluorescent microscopy of Pab2-GFP (WT) and Pab2∆IDR-GFP (∆IDR) localization. The white dotted lines indicate cell boundaries. Scale bars, 2 μm. (D) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres and telomeres. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (**p < 0.01; N.S.: not significant). (E) Schematic representation and amino acid sequences of the IDR of Pab2 and Pab2^RA^ mutant proteins. (F) *in vitro* droplet formation assay using purified Pab2 and Pab2^RA^ proteins. Scale bars, 5 μm. (G) Western blot analysis of Pab2-GFP (WT) and Pab2^RA^-GFP (RA). Pcn1/PCNA serves as a loading control. (H) Fluorescent microscopy of Pab2-GFP (WT) and Pab2^RA^-GFP (RA) localization. The white dotted lines indicate cell boundaries. Scale bars, 2 μm. (I) ChIP-qPCR analyses of H3K9me2 and total H3 enrichment at centromeres and telomeres. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-*t*est (**p < 0.01; N.S.: not significant). (J) ChIP-qPCR analyses of 3 × FLAG-Clr4 and Mit1-GFP levels at centromeres and telomeres in WT and *pab2*∆ strains. An untagged strain (No tag) was used as a negative control. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-tes*t* (*p < 0.05). (K) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres and telomeres in WT, *mit1*∆, and *clr4–1*. Data represent mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (***p < 0.001 and ****p < 0.0001; N.S.: not significant).

Given the roles of phase separation in chromatin dynamics [59–61], we investigated whether Pab2 condensates contribute to heterochromatin assembly. To this end, we generated a strain expressing Pab2ΔIDR-GFP, a GFP-tagged Pab2 protein lacking the C-terminal IDR (S4D Fig). Western blotting confirmed comparable expression levels of Pab2-GFP and Pab2ΔIDR-GFP (Fig 4B). However, microscopic analysis revealed that Pab2ΔIDR-GFP failed to either localize to the nucleus or form nuclear foci (Fig 4C), indicating that the IDR is essential for proper Pab2 localization. ChIP-qPCR demonstrated reduced H3K9me2 levels at centromeres and telomeres in the Pab2ΔIDR-GFP strain (Fig 4D). Consistent with the partial disruption of constitutive heterochromatin, Pab2ΔIDR-GFP cells were more sensitive to TBZ than WT cells (S4E Fig). Moreover, we observed significantly increased levels of putative meiotic mRNAs, but not centromeric or telomeric transcripts, in Pab2∆IDR-GFP cells (S4F Fig). These observations suggest that the Pab2 C-terminal domain is crucial for both selective mRNA decay and heterochromatin assembly. However, the data also suggest that TRAMP-dependent RNA decay pathway can compensate for the loss of Pab2 in degrading heterochromatic transcripts.

Arginine (Arg) residues facilitate interactions among disordered domains via charge-charge interactions and cation-π interactions [62], and these interactions stabilize protein/RNA condensates through the multivalency of the guanidinium group [63]. We therefore investigated whether Arg residues within the Pab2 IDR (Fig 4E) are crucial for condensate formation. We expressed and purified the MBP (maltose-binding protein)-Pab2–6 × His recombinant protein in *E. coli* (S4G and S4H Fig). Under our experimental conditions, recombinant Pab2 formed spherical structures at 2.5 µM (Fig 4F) that could fuse with each other (S1 Movie), demonstrating its ability to form liquid-like droplets *in vitro*. We also purified recombinant Pab2^RA^, in which all Arg residues in the IDR were replaced with Ala (Fig 4E). Recombinant Pab2^RA^ protein formed spherical structures only at significantly higher concentration (25 µM) compared to wild-type Pab2 (Fig 4F), indicating that the Arg residues are critical for efficient condensate formation *in vitro*.

To assess the role of these Arg residues in vivo, we constructed a strain expressing Pab2^RA^-GFP. This mutation did not adversely affect steady-state Pab2-GFP protein levels (Fig 4G). However, Pab2^RA^-GFP failed to form nuclear foci, exhibiting diffuse nuclear localization instead (Fig 4H). This confirms that Arg residues in the IDR are indispensable for Pab2 condensate assembly *in vivo*. In addition, Pab2^RA^-GFP cells exhibited significantly decreased H3K9me2 levels at centromeres and telomeres (Fig 4I) and elevated sensitivity to TBZ than Pab2-GFP cells (S4E Fig). Moreover, putative meiotic mRNA levels increased, while heterochromatin transcripts remained unchanged in Pab2^RA^-GFP cells (S4I Fig), mirroring the observations in Pab2∆IDR-GFP cells. These results underscore the crucial role of the IDR in heterochromatin assembly.

Given that biomolecular condensates can increase the local concentration of specific factors [64–66], we examined whether Pab2 condensates recruit or stabilize the association of heterochromatin factors, such as Clr4, at heterochromatin. ChIP-qPCR analysis revealed significantly reduced Clr4 binding to constitutive heterochromatin in *pab2*∆ (Fig 4J). We also observed decreased levels of Mit1 (SJAG_03982), a Mi-2-like chromatin remodeler in SHREC [15,67], at centromeres and telomeres in *pab2*∆ (Fig 4J). The importance of Mit1 in heterochromatin assembly was supported by the substantial loss of H3K9me2 and increased TBZ sensitivity in *mit1*∆ cells (Figs 4K and S4J). These findings suggest that Pab2 promotes heterochromatin assembly by facilitating the recruitment of Clr4 and Mit1 to constitutive heterochromatin through its condensates.

### Pab2 RNA-binding activity is critical for condensate formation and heterochromatin assembly

While we observed decreased H3K9me enrichment at centromeres and telomeres of *pab2*Δ (Fig 3A), it remained unclear whether the RNA-binding activity of Pab2 is necessary for heterochromatin assembly. To investigate this, we constructed three mutant strains: Pab2ΔRRM, expressing Pab2 lacking the RNA recognition motif (RRM); Pab2^RRM3A^, carrying the substitutions of three aromatic residues (Y61A, F101A, and Y103A) critical for RRM activity [68]; and Pab2^RRM3A-RA^, possessing both the RRM mutations and multiple Arg to Ala substitutions in the IDR (Fig 5A). Western blot analysis demonstrated that the steady-state levels of Pab2∆RRM, Pab2^RRM3A^, and Pab2^RRM3A-RA^ were comparable to that of Pab2 (Fig 5B). However, we did not readily observe nuclear foci in cells expressing any of these mutant proteins (Fig 5C), indicating that the formation of Pab2 foci depends on RRM. To examine whether each Pab2 mutant protein binds to centromeric transcripts, we performed RNA-IP. As shown in Fig 5D, Pab2 and Pab2^RA^ preferentially bound to centromeric transcripts, whereas Pab2∆RRM, Pab2^RRM3A^, and Pab2^RRM3A-RA^ lost their ability to associate with centromeric RNAs. These observations highlight the importance of the RRM for Pab2 RNA-binding and for Pab2 nuclear condensate formation.

**Fig 5:**
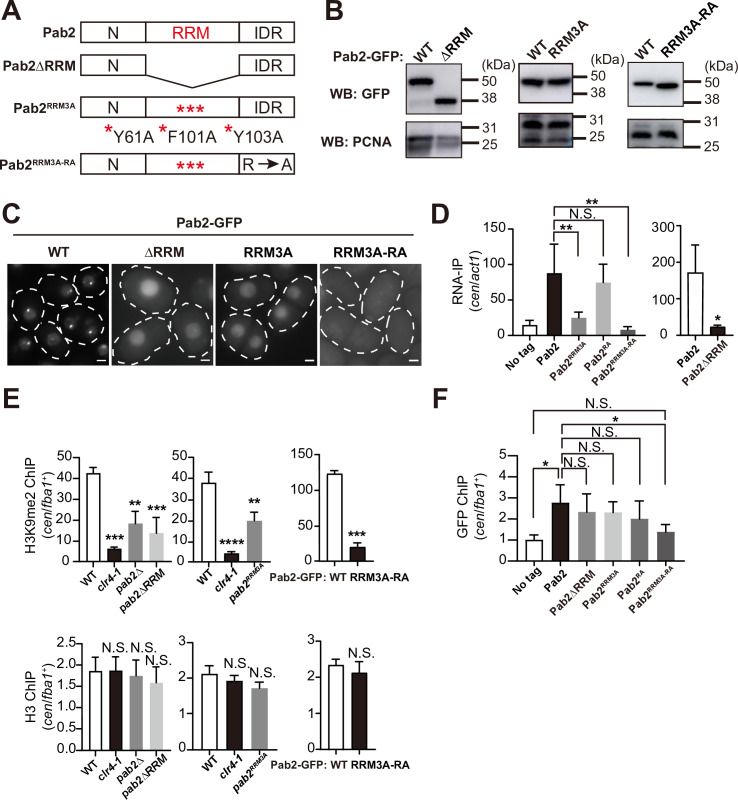
The Pab2 RNA-recognition motif (RRM) is required for heterochromatin assembly. (A) Schematic representation of Pab2 constructs: Pab2ΔRRM lacks the RRM; Pab2^RRM3A^ contains three amino acids substitutions (Y61A, F101A, and Y103A); Pab2^RRM3A-RA^ combines the RRM mutations of Pab2^RRM3A^ with additional arginine-to-alanine mutations in the IDR. (B) Western blot analysis of Pab2-GFP (WT), Pab2ΔRRM-GFP (ΔRRM), Pab2^RRM3A^-GFP (RRM3A), and Pab2^RRM3A-RA^-GFP (RRM3A-RA) with Pcn1/PCNA as a loading control. (C) Fluorescence microscopy images of Pab2-GFP and its RRM mutants. The white dotted lines indicate cell shapes. Scale bars, 2 μm. (D) RNA immunoprecipitation (RNA-IP) followed by RT-qPCR to assess RNA-binding activity in cells expressing untagged Pab2 (No tag), Pab2-GFP, Pab2ΔRRM-GFP, Pab2^RRM3A^-GFP, Pab2^RA^-GFP, or Pab2^RRM3A-RA^-GFP. Centromeric RNA (*cen*) was normalized to *act1* mRNA to determine their relative enrichment. Data are presented as mean ± SD from three independent trials. (Left) Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with ‘Pab2’ as the reference sample (**p < 0.01; N.S.: not significant). (Right) Statistical significance was determined using a two-tailed unpaired *t*-*t*est (*p < 0.05). (E) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres using the indicated strains. Data are presented as mean ± SD from three independent experiments. (Left and middle) Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (**p < 0.01, ***p < 0.001 and ****p < 0.0001; N.S.: not significant). (Right) Statistical significance was determined using a two-tailed unpaired *t*-test (***p < 0.005; N.S.: not significant). (F) ChIP-qPCR analysis of Pab2 and i*t*s mutant proteins at centromeres. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with ‘No tag’ as the reference sample (*p < 0.05; N.S.: not significant).

We then conducted RT-qPCR to assess RNA expression in the Pab2 mutant strains. We found increased transcript levels in the following strains: *pab2*ΔRRM showed elevated levels of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, and centromeres; *pab2*^RRM3A^ exhibited increases in transcripts derived from *ssm4*^+^and *rec8*^+^; and in *pab2*^RRM3A-RA^ had elevated levels of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+,^ *rec8*^+^, and centromeres (S5A Fig). Additionally, H3K9me2 ChIP-qPCR revealed reduced levels of H3K9me2 at centromeres in all the Pab2 mutant strains, as well as in *pab2*∆ cells (Fig 5E). Consistent with this observation, all Pab2 mutant strains exhibited increased sensitivity to TBZ compared to WT cells (S5B Fig), indicating that the loss of heterochromatin in these mutants is biologically significant. Thus, we conclude that the RRM of Pab2 is critical for its functions in heterochromatin assembly and silencing of putative meiotic genes.

### Pab2 preferentially associates with centromeres in both RRM and IDR-dependent manners

Pab2 promotes H3K9 methylation at constitutive heterochromatin and forms nuclear condensates, suggesting that Pab2 directly associates with or is localized in proximity to heterochromatin. To initially investigate this potential association, we examined the colocalization of Pab2 with known heterochromatin markers. Fluorescent microscopy demonstrated the minimal colocalization of Pab2 with Chp1 (S5C Fig), a chromodomain protein that binds to H3K9me [69]. Considering this result with the earlier observation that Pab2 foci colocalize with Red1 (S1H Fig), a protein dispensable for heterochromatin formation (Fig 3C), these results suggest that the observed Pab2 nuclear foci are likely involved in selective RNA degradation, rather than in heterochromatin assembly.

To directly assess Pab2’s association with heterochromatin, particularly at centromeres, we performed ChIP-qPCR analysis using Pab2-GFP fusion proteins. This analysis revealed a preferential interaction of Pab2 at centromeres (Fig 5F), providing strong evidence for its direct association with this heterochromatic region. Importantly, analysis of Pab2 mutants revealed that while Pab2∆RRM, Pab2^RRM3A^, and Pab2^RA^ mutant proteins retained centromere binding, the Pab2^RRM3A-RA^ mutant significantly lost this interaction (Fig 5F). Taken together, these results demonstrate that Pab2 preferentially associates with centromeres in both RRM- and IDR-dependent manners, as only simultaneous disruption of both domains abolishes binding.

### Red5 and Rmn1, which interact with Pab2, are essential for constitutive heterochromatin assembly

To determine how Pab2 facilitates constitutive heterochromatin formation, we sought to identify Pab2-binding proteins using TurboID, a proximity-dependent protein labeling method [70]. Mass spectrometry analyses of biotinylated protein-enriched fractions revealed several proteins specifically enriched in the Pab2-TurboID sample (S9 Table). Among these, we focused on two putative RNA-binding proteins: the ZC3H3 ortholog Red5 (SJAG_00456) and the RBM26·27 ortholog Rmn1 (SJAG_03939). While orthologs of these proteins associate with Pab2 in *S. pombe* [16,31,38], they are dispensable for constitutive heterochromatin assembly in *S. pombe* [31]. We sought to determine their role(s) in *S. japonicus*.

Yeast two-hybrid assays (Y2H) confirmed that Pab2 interacts with both Red5 and Rmn1, and Red5 interacts with Rmn1 (Fig 6A and 6B). This suggests potential interactions that could form a trimeric complex. Growth on selective media (CM–Leu–Trp–His and CM–Leu–Trp–His–Ade) indicated that Pab2-Rmn1 and Red5-Rmn1 interactions are strong, whereas the Pab2 and Red5 interaction is relatively weak (Fig 6A and 6B). Consistent with these Y2H results, microscopic analyses showed that Pab2 colocalizes with both Red5 and Rmn1 (Fig 6C). Thus, we propose that Pab2 directly associates with Red5 and Rmn1.

**Fig 6:**
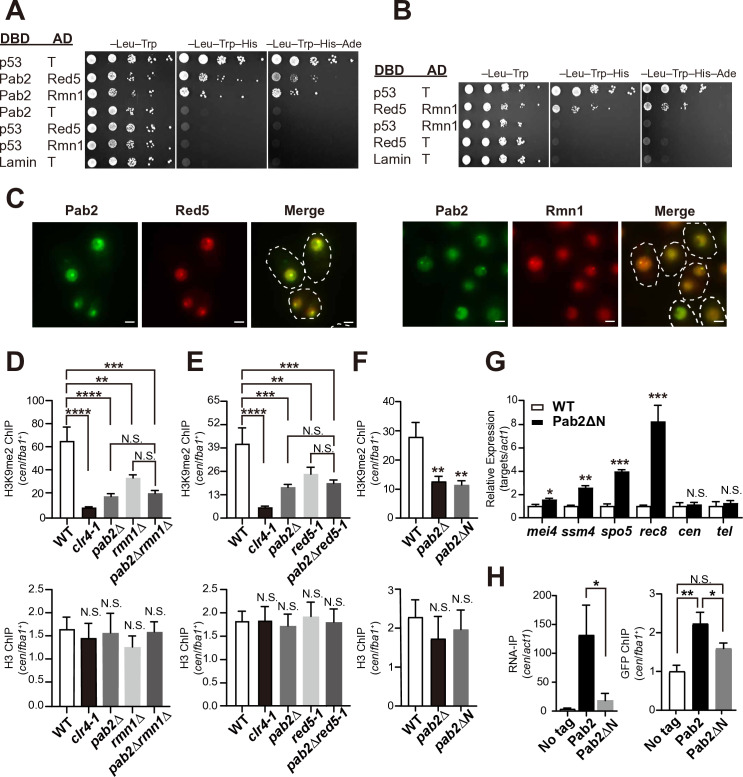
Two Pab2-binding partners, Red5 and Rmn1, are required for centromeric heterochromatin assembly. (A and B) Yeast two-hybrid assays examining interactions between Pab2-Rmn1, Pab2-Red5, and Red5-Rmn1. Ten-fold serial dilutions of *S. cerevisiae* AH109 strains carrying indicated plasmids were spotted onto minimal medium plates (CM) lacking leucine and tryptophan (–Leu–Trp), leucine, tryptophan, and histidine (–Leu–Trp–His), or leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade). The tumor suppressor p53 and T antigen (T) served as positive controls (p53-T), while Lamin and T antigen served as negative controls (Lamin-T). DBD, DNA-binding domain; AD, activation domain. (C) Fluorescent microscopy images showing the colocalization of Pab2 with Red5 and Rmn1. The white dotted lines indicate cell shapes. Scale bars, 2 μm. (D–F) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres using the indicated strains. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (**p < 0.01, ***p < 0.001, and ****p < 0.0001; N.S.: not significant). (G) RT-qPCR analysis of transcripts derived from *mei4*^+^, *ssm4*^+^, *spo5*^+^, and *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in WT and *pab2*ΔN strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05, **p < 0.01, and ***p < 0.005; N.S.: no*t* significant). (H) RNA-IP and ChIP-qPCR analysis of Pab2-GFP and Pab2∆N-GFP. (Left) RNA-IP followed by RT-qPCR to assess RNA-binding activity in cells expressing untagged Pab2 (No tag), Pab2-GFP, or Pab2∆N-GFP. Centromeric RNA (*cen*) was normalized to *act1* mRNA to determine their relative enrichment. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test, with ‘Pab2’ as the reference sample (*p < 0.05). (Right) ChIP-qPCR analysis *t*o assess Pab2-GFP enrichment at centromeres using the indicated strains. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with ‘No tag’ as the reference sample (*p < 0.05 and **p < 0.01; N.S.: not significant).

To determine the roles of Red5 and Rmn1 in constitutive heterochromatin formation in *S. japonicus*, we generated a *red5–1* mutant and a *rmn1*Δ strain. Given that Red5 is essential in *S. pombe*, we isolated the *red5–1* mutant in *S. japonicus* while avoiding potential lethality. The *red5–1* mutant strain carries two amino acid substitutions (Gln253Arg and Thr265Ala) in the zinc-finger domain (S6A Fig), resulting in increased sensitivity to cold temperatures (S6B Fig). H3K9me2 ChIP-qPCR analysis revealed reduced levels of H3K9me2 at centromeres in *red5–1* and *rmn1*Δ (Fig 6D and 6E). Moreover, there was no evident cumulative effect when we combined either *red5–1* or *rmn1*Δ with *pab2*Δ (Fig 6D and 6E). Consistent with the decreased H3K9me2 levels, both *red5–1* and *rmn1*Δ were sensitive to TBZ (S6C Fig) and exhibited increased levels of centromeric transcripts (S6D Fig). These results strongly suggest that Red5 and Rmn1 cooperate with Pab2 to assemble constitutive heterochromatin.

To further investigate the significance of Pab2’s interactions with Red5 and Rmn1 in heterochromatin assembly, we sought to determine the functional consequences of disrupting these interactions. Y2H assays using three Pab2 fragments (N-terminal domain, RRM, and IDR) revealed that the N-terminal domain of Pab2 is responsible for binding to Red5 and Rmn1 (S6E Fig), leading us to construct a strain that expresses Pab2 lacking the N-terminal domain (*pab2*∆N). Western blotting confirmed that Pab2ΔN-GFP expression levels were comparable to those of Pab2-GFP (S6F Fig). While Pab2ΔN-GFP failed to form nuclear foci, Red5 and Rmn1 still formed nuclear dots (S6G Fig), indicating that Red5 and Rmn1 localization does not depend on their interactions with Pab2. ChIP-qPCR analysis revealed reduced H3K9me2 levels at centromeres in *pab2*ΔN cells (Fig 6F), and *pab2*ΔN cells displayed elevated sensitivity to TBZ (S6H Fig), indicating a significant loss of heterochromatin. Furthermore, transcripts derived from *mei4*^*+*^, *ssm4*^*+*^, *spo5*^*+*^, and *rec8*^*+*^ were increased in *pab2*ΔN cells (Fig 6G). Intriguingly, Pab2∆N-GFP exhibited a substantial loss of RNA- and centromere-binding ability (Fig 6H). This suggests that the N-terminal domain of Pab2 plays a crucial role in its RNA and centromere binding. Further investigation is needed to determine whether this is due to direct binding, structural contributions, or modulation of interactions with Red5/Rmn1. Taken together, these findings demonstrate that the interaction between Pab2 and Red5/Rmn1 is essential for heterochromatin assembly.

### The canonical poly(A) polymerase Pla1 is essential for the formation of constitutive heterochromatin

Studies in *S. pombe* have shown that centromeric transcripts are transcribed by RNA polymerase II (Pol II), suggesting that these transcripts are polyadenylated [43] and the Pol II C-terminal domain recruits the canonical poly(A) polymerase Pla1 to add poly(A) tail [71]. Given that poly(A) tails are generally recognized by poly(A)-binding proteins [72], we hypothesized that *S. japonicus* Pla1 (SJAG_02720) might indirectly contribute to heterochromatin assembly by facilitating Pab2 recruitment to these transcripts through polyadenylation. To test this, we analyzed a *pla1* mutant strain (*pla1–3*), which contains multiple amino acid substitutions in both the N-terminal nucleotidyltransferase domain and the C-terminal RNA-binding domain (S10 Table). The *pla1–3* mutant strain exhibited increased sensitivity to both low and high temperatures (Fig 7A). Consistent with a potential role for Pla1 in heterochromatin formation, ChIP-qPCR analysis indicated that H3K9me2 levels at centromeres were reduced in *pla1–3* cells (Fig 7B). Additionally, *pla1–3* cells showed greater sensitivity to TBZ than WT cells (Fig 7C). Moreover, RT-qPCR analysis demonstrated increased levels of transcripts derived from *mei4*^*+*^, *spo5*^*+*^, *rec8*^*+*^, and centromeres in *pla1–3* (Fig 7D). Finally, yeast two-hybrid assays did not reveal a direct physical interaction between Pla1 and Pab2 (Fig 7E), suggesting that Pab2 and Pla1 likely function in distinct steps of the heterochromatin assembly pathway. These findings suggest a possible link between Pla1 function and constitutive heterochromatin formation in *S. japonicus*, potentially through its role in polyadenylation of centromeric transcripts and subsequent influence on Pab2 recruitment. Further investigation is required to fully elucidate the role of Pla1 in heterochromatin assembly.

**Fig 7:**
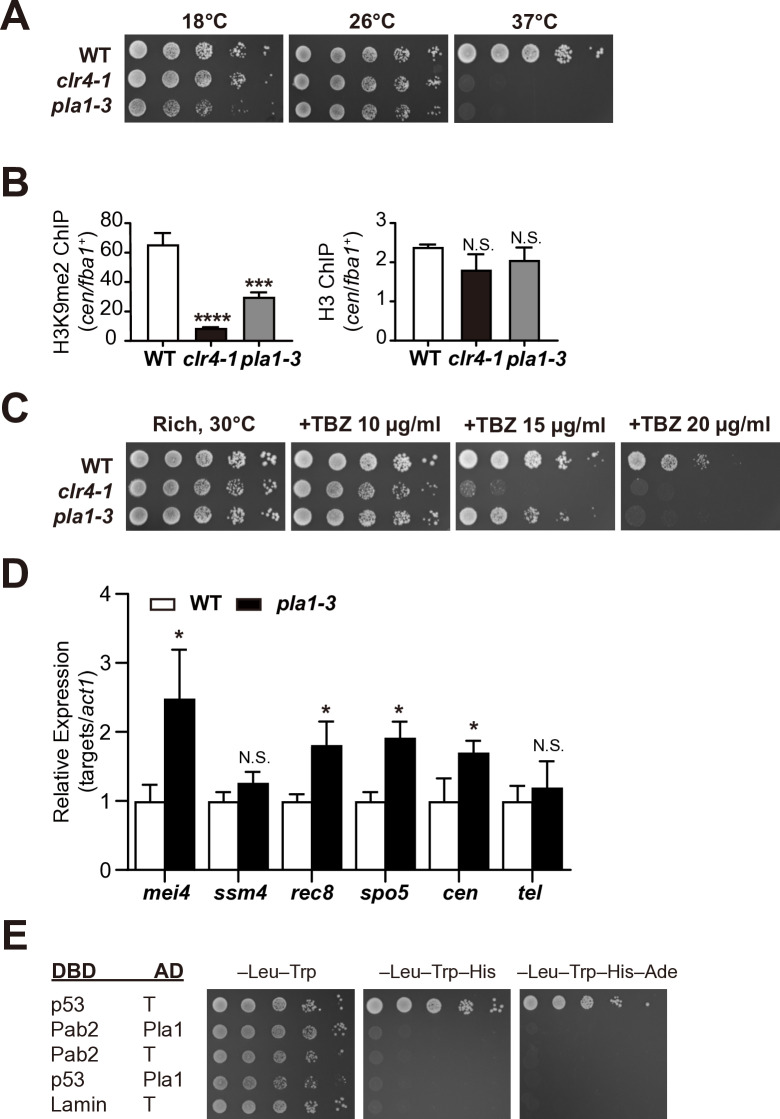
Pla1 is required for centromeric heterochromatin. (A) Growth assay of wild-type (WT), *clr4–1* and *pla1–3* cells. Ten-fold serial dilutions were spotted onto complete medium plates and incubated at the indicated temperatures. (B) ChIP-qPCR analysis of H3K9me2 and total H3 levels at centromeres in the indicated strains. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (***p < 0.001 and ****p < 0.0001; N.S.: not significant). (C) Thiabendazole (TBZ) sensitivity assay of WT, *clr4–1*, and *pla1–3* cells. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and grown at 30°C. (D) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, and *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in WT and *pla1–3*. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-tes*t* (*p < 0.05; N.S.: not significant). (E) Yeast two-hybrid assays examining the interaction between Pab2 and Pla1. Ten-fold serial dilutions of *S. cerevisiae* AH109 strains carrying indicated plasmids were spotted onto minimal medium plates (CM) lacking leucine and tryptophan (–Leu–Trp), leucine, tryptophan, and histidine (–Leu–Trp–His), or leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade). The tumor suppressor p53 and T antigen (T) served as positive controls (p53-T), while Lamin and T antigen served as negative controls (Lamin-T). DBD, DNA-binding domain; AD, activation domain.

### Dri1 is dispensable for constitutive heterochromatin

Dri1 (SJAG_02381) was identified as a Pab2-proximal protein in our TurboID experiments (S9 Table). Dri1 is an RNA-binding protein with an RRM, and recent reports have demonstrated its involvement in heterochromatin assembly in *S. pombe* [73,74]. Yeast two-hybrid assays indicated slightly better growth of yeast cells carrying DBD-Rmn1 and AD-Dri1 on–Leu–Trp–His plates than those carrying DBD-p53 and AD-Dri1 (S7A Fig). This result suggests a possible, but weak, interaction between Rmn1 and Dri1. However, due to the qualitative nature of the assay, our observation does not provide sufficient evidence to confirm a direct and biologically relevant interaction between Rmn1 and Dri1. Further analyses are required to determine if there is any significant interaction. In addition, ChIP-qPCR analysis demonstrated that H3K9me2 levels at centromeres and telomeres in WT and *dri1*Δ were comparable (S7B Fig). Furthermore, *dri1*Δ cells were not sensitive to TBZ (S7C Fig). These results indicate that *S. japonicus* Dri1 is dispensable for centromeric and telomeric H3K9me2, highlighting differences in heterochromatin assembly mechanisms between *S. japonicus* and *S. pombe*.

### Ppn1/PPP1R10, a CPSF constituent, interacts with Pab2 and the H3K9 methyltransferase Clr4/SUV39

Our TurboID approach also identified Ppn1 (SJAG_03500), the ortholog of PPP1R10 and a component of CPSF complex, as a Pab2-associated protein (S9 Table). In *S. pombe*, Ppn1 is part of the DPS (Dis2-Ppn1-Swd22) module within the CPSF complex [75]. While the involvement of CPSF in heterochromatin formation is established in *S. pombe* [26,27], the specific contribution of CPSF to this process remains unclear. To investigate the role of Ppn1 in *S. japonicus* heterochromatin assembly, we first examined its interaction with Pab2. Yeast two-hybrid assays confirmed the interaction between Pab2 and Ppn1 (Fig 8A). Notably, none of the Pab2 fragments (N, RRM, IDR, ΔN, ΔRRM, or ΔIDR) interacted with Ppn1 (S8A Fig), indicating that the full-length Pab2 is required for this interaction. Consistent with these results, fluorescent microscopy demonstrated that Ppn1 foci colocalize with Pab2 foci (Fig 8B). Furthermore, Ppn1 nuclear foci are largely absent in the absence of Pab2 (S8B Fig), while western blotting confirmed that Ppn1 expression levels in *pab2*Δ was comparable to those in WT (S8C Fig). These results further support a physical association between Pab2 and Ppn1. Remarkably, we found that Ppn1 and Rmn1 also directly interact with Clr4, as confirmed by yeast two-hybrid assays (Fig 8C). We also found that the Clr4 middle domain (amino acids: 76–220), but not the chromodomain (amino acids: 1–75) or SET domain (amino acids: 221–518), interacts with Ppn1 (S8D Fig). These findings suggest that Clr4, Pab2, and Ppn1 may function together within heterochromatic domains.

**Fig 8:**
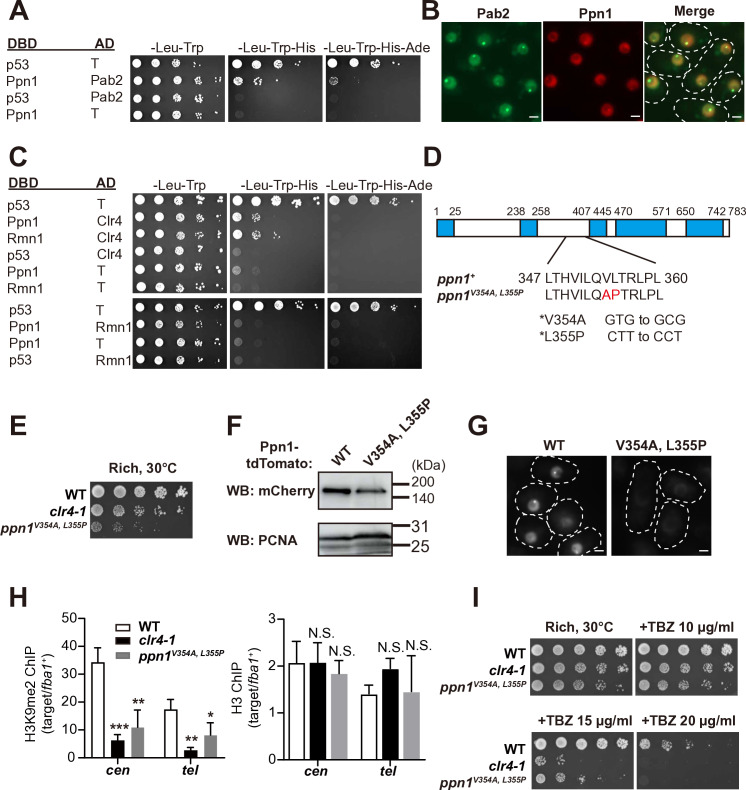
The CPSF constituent Ppn1 is required for the assembly of constitutive heterochromatin. (A) Yeast two-hybrid assays assessing the interaction between Pab2 and Ppn1. Ten-fold serial dilutions of *S. cerevisiae* AH109 strains carrying the indicated plasmids were spotted onto selective medium plates lacking leucine and tryptophan (–Leu–Trp), leucine, tryptophan, and histidine (–Leu–Trp–His), or leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade). p53-T antigen (T) and Lamin-T served as positive and negative controls, respectively. (B) Localization of Pab2-GFP and Ppn1-tdTomato was examined by fluorescent microscopy. The white dotted lines indicate cell shapes. Scale bars, 2 μm. (C) Yeast two-hybrid assays testing Ppn1-Clr4, Rmn1-Clr4, and Ppn1- Rmn1 interactions were performed as described in (A). (D) Schematic of Ppn1 showing the V354A and L355P substitutions, which disrupt the interaction with Clr4. Blue boxes indicate predicted intrinsically disordered regions. (E) Growth assay of wild-type (WT), *clr4–1*, and the *ppn1*^V354, L355P^ mutant cells. Ten-fold serial dilutions were spotted onto complete medium plates, and the plates were incubated at 30°C. (F) Western blotting of Ppn1- and Ppn1^V354, L355P^-tdTomato, with Pcn1/PCNA as a loading control. (G) Localization of Ppn1- and Ppn1^V354, L355P^-tdTomato in vegetative cells. The white dotted lines indicate cell shapes. Scale bars, 2 μm. (H) Levels of H3K9me2 and total H3 at centromeres and telomeres in WT, *clr4–1*, and *ppn1*^V354, L355P^ mutant strains assessed by ChIP-qPCR. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05, **p < 0.01, and ***p < 0.001; N.S.: not significant). (I) Thiabendazole (TBZ) sensitivity assay of WT, *clr4–1*, and *ppn1*^V354, L355P^ mutant cells. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and grown at 30°C.

### Mutations in Ppn1 disrupt constitutive heterochromatin

To investigate Ppn1’s role in heterochromatin formation in *S. japonicus*, we initially attempted to generate a *ppn1*∆ strain. Although *ppn1*^+^ is non-essential for viability in *S. pombe* [76], we were unable to obtain a viable *ppn1*∆ strain in a wild-type *S. japonicus* strain. This observation, while requiring further investigation, hints at a potential difference in Ppn1 function or genetic context between the two species, possibly involving RNAi-dependent heterochromatin assembly as suggested by previous reports on RNAi components in *S. japonicus* [24].

Because we could not obtain a *ppn1∆* strain, we next aimed to generate *ppn1* mutant strains using PCR-based random mutagenesis [77]. Despite repeated attempts, we could not isolate any temperature- or cold-sensitive *ppn1* mutants. Therefore, to specifically investigate the role of the Pab2-Ppn1 interaction in heterochromatin assembly, we employed a yeast reverse two-hybrid system [78] to select for *ppn1* mutations that disrupt this interaction. This screen isolated a *ppn1* mutant with two amino acid substitutions: Val354Ala and Leu355Pro (Fig 8D). According to AlphaFold predictions [79,80], these substitutions are located within an α-helix of Ppn1, and the proline residue (Leu355Pro) likely disrupts the helix structure [81]. Standard yeast two-hybrid assay showed that Ppn1^V354A, L355P^ lost its ability to interact with Clr4 and Pab2 (S8E Fig). Introduction of the V354A and L355P mutations into the endogenous *ppn1*^*+*^ gene resulted in a significant growth defect (Fig 8E). Western blotting revealed that the mutations reduced the steady-state level of Ppn1 (Fig 8F). Although Ppn1^V354A, L355P^-tdTomato is detectable by western blotting, we did not observe any nuclear condensates (Fig 8G). This lack of localization, along with the reduced Ppn1 protein level (Fig 8F), suggests that the mutations disrupt Ppn1 localization and/or stability. In addition, ChIP-qPCR analysis showed decreased H3K9me2 levels at centromeres and telomeres in *ppn1*^V354, L355P^ mutant cells (Fig 8H). The *ppn1*^V354, L355P^ mutant also exhibited increased sensitivity to TBZ (Fig 8I), and transcripts derived from *mei4*^+^, *rec8*^+^, *spo5*^+^, and centromeres accumulated in the mutant cells (S8F Fig). These findings suggest that Ppn1 contributes to heterochromatin assembly, selective gene silencing, and maintenance of genome stability in *S. japonicus*.

## Discussion

In this study, we characterized the nuclear poly(A)-binding protein Pab2/PABPN1 in *S. japonicus* and demonstrated that Pab2 cooperates with two putative RNA-binding proteins (Red5 and Rmn1) and CPSF to promote constitutive heterochromatin assembly. We also showed that both the Pab2 RNA-binding domain and the intrinsically disordered region are essential for Pab2 condensate formation and for heterochromatin formation. Our results provide insights into Pab2’s functions and highlight the importance of nuclear condensates in this process. Surprisingly, our findings reveal contrasting mechanisms of constitutive heterochromatin assembly in two *Schizosaccharomyces* species: Pab2-dependent in *S. japonicus* and Pab2-independent in *S. pombe*. Furthermore, consistent with previous reports [21,24,82], our findings underscore that *S. japonicus* possesses unique characteristics that make it suitable for studying chromosome biology.

### Divergence between *S. japonicus* and *S. pombe*

The finding that Pab2 is essential for proper growth, efficient mating, and constitutive heterochromatin formation in *S. japonicus* represents a significant divergence from its role in *S. pombe*. While *S. pombe* Pab2 plays a role in suppressing meiotic gene expression [33,36], it does not seem essential for normal vegetative growth or efficient mating [33]. Furthermore, to the best of our knowledge, no prior studies have clearly demonstrated a role for Pab2 in the assembly of constitutive heterochromatin in *S. pombe*. This functional divergence suggests that Pab2 has acquired novel roles in *S. japonicus*. Several factors could contribute to these differences, including variations in genome organization [21] and/or differences in the mechanisms for cell growth and meiosis. These possible differences between the two species could also necessitate a more critical role for Pab2 in *S. japonicus*.

This divergence in Pab2 function is further exemplified by comparisons of heterochromatin assembly. In *S. pombe,* none of Red1, Red5, or Rmn1 is essential for H3K9 methylation at constitutive heterochromatic domains [31]. In contrast, Pab2, Red5, and Rmn1 are all required for centromeric heterochromatin in *S. japonicus* (Fig 3 and 6). Notably, we also found that Mit1 plays a critical role in H3K9 methylation at centromeres in *S. japonicus* (Fig 4), though not observe in *S. pombe* [15]. These differences in heterochromatin assembly mechanisms likely stem from variations in centromeric DNA sequences. *S. japonicus* centromeric DNA contains Ty3/Gypsy-type retrotransposons [21] and utilizes RNAi and heterochromatin for retrotransposon suppression [24]. Transposable elements are found at the centromeres of various eukaryotes [83–85], and RNAi acts as a defense system against them [86,87]. *S. pombe*, however, lacks such transposable elements within centromeres, instead using repetitive sequences called *dg*/*dh* [88]. This suggests that Pab2 in *S. japonicus* targets these centromeric retrotransposons. This idea can be supported by the involvement of Pab-1, a PABP in *C. elegans*, in transposon silencing [89] and the known connections between retrotransposons, the poly(A) tail, and PABPs [90–93]. It would be of interest to investigate the role of PABPs in heterochromatin assembly and transposon suppression in multicellular organisms.

Beyond centromeric structure, other differences exist between two species. Mitotic condensed chromosomes are visible in *S. japonicus* but not in *S. pombe*, and *S. japonicus* cells are larger [82]. These characteristics, along with the unique aspects of Pab2, highlight the value of *S. japonicus* as a model organism for uncovering novel aspects of conserved cellular processes not readily apparent in S. pombe. s its unique strength in studying cell biology and chromosome biology. While *S. pombe* research infrastructure is more developed, resources for *S. japonicus* are growing, including two programs we have developed [94], and we anticipate further development as the advantages of this organism are recognized.

### Dissecting Pab2 functional domains

Pab2 comprises three domains: the N-terminal domain, the RNA recognition motif (RRM), and the C-terminal intrinsically disordered region (IDR). Yeast two-hybrid assays indicated that the N-terminal domain interacts with Red5 and Rmn1 (S6E Fig), suggesting its importance in forming the Pab2-Red5-Rmn1 complex. Consistent with this, deletion of the N-terminal domain (Pab2∆N) abolished nuclear dot formation and resulted in a substantial loss of centromeric RNA binding and reduced association with centromeres (Fig 6). These findings demonstrate that Red5 and Rmn1 are essential for the stable association of the Pab2 complex with centromeric RNA and heterochromatin, suggesting that the Pab2-Red5-Rmn1 complex, rather than Pab2 alone, is the primary functional unit at heterochromatic domains.

The RRM is a well-characterized RNA-binding domain [68], and we hypothesized that Pab2’s association with centromeric transcripts via its RRM is critical for constitutive heterochromatin formation. Mutational analysis of the RRM strongly supports this hypothesis. The Pab2^RRM3A^ mutant, which exhibited a substantial reduction in RNA-binding ability with detectable RNA binding, failed to form nuclear condensates and showed reduced levels of H3K9me2 at centromeres. This demonstrates that a critical threshold of RNA binding is necessary for Pab2 to form functional condensates and promote heterochromatin assembly. This heterochromatin defect, resulting from even partial disruption of RNA binding, highlights the importance of the Pab2-centromeric RNA interaction and suggests that centromeric RNAs may act as a structural component of the condensates, scaffolding the assembly of droplets containing heterochromatin factors as described previously [95,96].

IDRs are known to be crucial for biomolecular condensate formation through phase separation [54,55]. Our analyses demonstrated that the Arg residues within the IDR, which are crucial for the IDR interactions that assemble biological condensates [62], are essential for Pab2 droplet formation both *in vitro* and *in vivo* (Fig 4). RNA-IP data showed that Pab2^RRM3A^ still possess some RNA-binding ability, while Pab2^RRM3A-RA^ appears to have lost the ability completely. This indicates that the IDR also contributes independently to the association with centromeric RNAs, consistent with previous findings that Arg/Gly-rich (GAR) domains and RGG/RG boxes can bind nucleic acids [97]. Therefore, both RRM and IDR are involved in RNA association within Pab2 nuclear condensates.

### Phase separation and heterochromatin assembly

The involvement of RNA-binding proteins and phase separation in heterochromatin assembly is increasingly recognized across diverse eukaryotes. In mammals, for example, RNA-binding proteins like FUS and hnRNP U have been implicated in heterochromatin formation [98,99], and phase separation of HP1 and other heterochromatin factors has been shown to be crucial for heterochromatin domain organization [61,100]. Our findings in *S. japonicus* further support these conserved principles, highlighting the importance of RNA and phase separation in heterochromatin regulation. However, while some aspects are conserved, the specific proteins involved and their precise roles can differ significantly between species. For example, while Pab2, Red5, and Rmn1 play a crucial role in *S. japonicus* heterochromatin assembly, their orthologs have a less critical role in *S. pombe*. This underscores the importance of studying diverse model organisms to fully understand the complexity of heterochromatin regulation.

### Differential roles of Pab2 condensates

Our observation that both the RRM and IDR of Pab2 are required for the formation of nuclear condensates raises the question of how these structures contribute to Pab2’s diverse functions. Notably, the visible Pab2 condensates colocalize with Red1 (S1H Fig), a protein involved in selective mRNA decay but dispensable for heterochromatin assembly (Fig 3C). This suggests a role for these condensates in the mRNA degradation. Importantly, Pab2 condensates do not colocalize with Chp1 foci, which mark heterochromatic domains (S5C Fig). However, ChIP-qPCR data demonstrate that Pab2 also associates with centromeric regions (Fig 5F), suggesting a distinct interaction with heterochromatin, likely in a less concentrated manner. Given the essential role of centromeric RNA binding for heterochromatin assembly as demonstrated by our RRM mutant analysis (Fig 5), we propose that Pab2 can form distinct types of condensates with different properties: one type primarily involved in selective mRNA decay and another, dependent on centromeric RNAs, involved in heterochromatin assembly. Specifically, we hypothesize that the presence of centromeric RNAs alters the composition and/or properties of Pab2 condensates, enabling the recruitment or stabilization of key heterochromatin factors such as Clr4 and Mit1 at centromeric regions. This functional diversification of Pab2, mediated by distinct condensate properties, suggest a complex interplay between RNA metabolism and heterochromatin regulation.

### Possible roles of Red5 and Rmn1 in heterochromatin assembly

While Red5 and Rmn1 associate with Pab2 in both *S. japonicus* (this study) and *S. pombe* [16,17,31], they are essential for proper heterochromatin assembly only in *S. japonicus* (Fig 6). However, their precise molecular functions in *S. japonicus* remain to be determined. It is possible that Red5 and Rmn1 are essential for stabilizing the association of the Pab2 complex with centromeric RNAs and heterochromatin, as discussed above. Furthermore, given that Pab2 exhibits preferential binding to putative meiotic mRNAs and centromeric RNAs (Fig 2D) despite its general affinity for poly(A) RNA, Red5 and Rmn1 could contribute to the RNA-binding specificity of the Pab2 complex. It is also plausible that Rmn1 (and potentially Red5) facilitates the recruitment or stabilization of other heterochromatin factors, such as Clr4 and Mit1, at heterochromatic domains. Finally, considering that Red5 and Rmn1 also contain intrinsically disordered regions and form nuclear foci independently of Pab2’s N-terminal domain (S6G Fig), they could contribute to the formation, stability, or organization of Pab2 condensates themselves. Future studies, such as co-immunoprecipitation experiments to examine the interactions of Red5/Rmn1 with other heterochromatin factors and RNA-binding assays using specific RNA sequences, will be crucial for elucidating the precise molecular functions of Red5 and Rmn1.

### Ppn1 and its potential connection to heterochromatin assembly

Previous studies have implicated the CPSF complex in the formation of heterochromatin in *S. pombe* [26,27], but its role in heterochromatin assembly is less clear. Our finding that the CPSF component Ppn1 interacts with Clr4 raises the possibility that Ppn1 may also have a function at heterochromatic loci. Given the interaction of Ppn1 with Pab2 (Fig 8), we hypothesize that Ppn1 might modulate the function of Pab2 at these loci. For example, Ppn1 could influence the efficiency of Pab2 condensate formation or stability. Alternatively, Ppn1 could attract Clr4 and Mit1 to Pab2 condensates. However, our data only demonstrate interactions between Ppn1, Pab2, and Clr4, highlighting the need for further experiments to characterize Ppn1 and determine whether the entire CPSF complex is involved.

### A model for Pab2-mediated heterochromatin assembly in *S. japonicus*

Based on our findings, we propose a working model for Pab2-mediated heterochromatin assembly at centromeres in *S. japonicus* (Fig 9). This model centers on the role of centromeric non-coding RNAs (ncRNAs) as a scaffold for heterochromatin formation. The Pab2 complex is recruited to heterochromatic domains via these ncRNAs. The RRM provides a crucial threshold of RNA binding, and the IDR further strengthens this interaction. Subsequent phase separation of Pab2, driven by IDR interactions, leads to the formation of nuclear condensates at heterochromatic domains. The bound ncRNAs likely become integral structural components of these condensates, contributing to their specific properties. This concept of ncRNAs acting as scaffolds for heterochromatin assembly is supported by a previous study in mammalian systems, where Suv39h (a mouse ortholog of Clr4) has been shown to directly bind ncRNAs derived from heterochromatic regions, leading to stabilized Suv39h localization at pericentromeric heterochromatin [101]. Pab2 condensates then promote heterochromatin assembly by concentrating heterochromatin factors such as Clr4 and Mit1 at these loci, thereby facilitating their activity. Moreover, Ppn1, by interacting with both Pab2 and Clr4, may coordinate their functions, potentially by stabilizing the interaction between Pab2 and Clr4. This working model highlights the interplay between ncRNA, phase separation, and protein-protein interactions in Pab2-mediated heterochromatin assembly.

**Fig 9:**
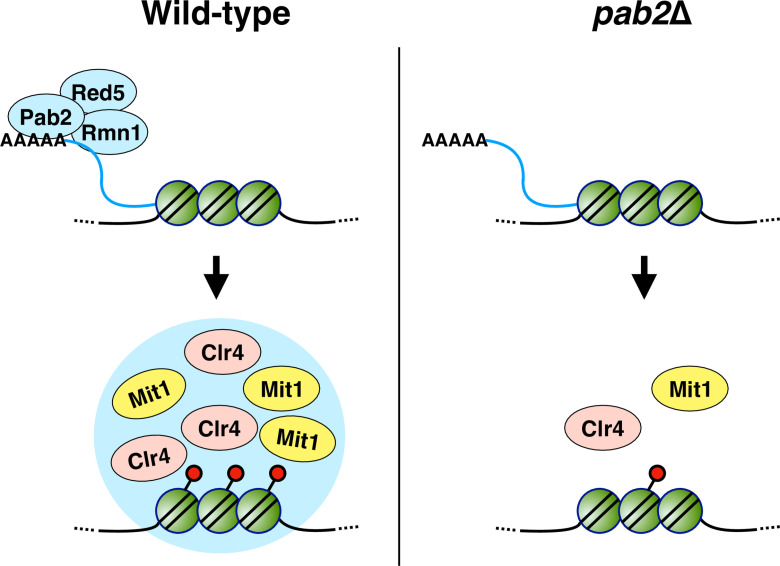
A model for Pab2-mediated heterochromatin assembly in *S. japonicus.*

The Pab2 complex (Pab2, Red5, and Rmn1) is recruited to heterochromatic regions via non-coding RNAs (ncRNAs) derived from these loci. The Pab2 complex then undergoes phase separation, forming nuclear condensates. These condensates concentrate key heterochromatin factors, such as the H3K9 methyltransferase Clr4 and the chromatin remodeler Mit1, at heterochromatic domains. This concentration facilitates their recruitment and/or stabilizes the association of these factors, thereby promoting heterochromatin assembly. In the absence of Pab2, heterochromatin assembly is significantly impaired.

### Future directions

This study raises several important questions that warrant further investigation, both in *S. japonicus* and in other systems. First, directly testing the interaction between Pab2 and RNAi components in *S. japonicus* would be important to establish a concrete link between these pathways, given the established role of RNAi in heterochromatin formation in this organism. Second, investigating the *in vivo* dynamics of Pab2 condensates and their relationship to heterochromatin domains will further elucidate the mechanism of heterochromatin assembly. Third, determining the precise roles of Red5 and Rmn1 within the Pab2 complex, and exploring their potential interactions with other heterochromatin factors, such as those involved in histone modification, will also be valuable. Fourth, characterizing Mit1 function in constitutive heterochromatin assembly, which is not evident in *S. pombe*, will advance our understanding of the heterochromatin assembly pathway in *S. japonicus*. Finally, further studies are needed to investigate the role of polyadenylation, including the contribution of Pla1, in heterochromatin assembly and the recruitment of associated factors.

Given our findings demonstrate a role of Pab2 in heterochromatin formation in *S. japonicus*, it will be crucial to determine: (1) whether the functional interplay between PABP and heterochromatin assembly observed in *S. japonicus* is conserved in other species, (2) whether human PABPs similarly interact with factors involved in heterochromatin formation or the RNAi pathway, and (3) whether the principles governing the formation and function of Pab2 condensates found in *S. japonicus* are applicable to the organization of heterochromatin in more complex genomes. Addressing these questions will deepen our understanding of heterochromatin regulation and potentially reveal novel roles for PABPs beyond mRNA metabolism.

## Materials and Methods

### Media and *S. japonicus* strain construction

Strains were cultured in YES (Yeast Extract Supplement) rich medium. Gene deletion and C-terminal tagging strains of *S. japonicus* were generated using a PCR-based gene targeting method as described previously [102]. Primers for the PCR-based strain constructions were designed using Yesprit [94]. Specific point mutations (Pab2^RA^, Pab2^RRM3A^, Pab2^RRM3A-RA^, and Ppn1^V354A, L355P^) were introduced using the “pop-in, pop-out” allele replacement method [103]. Transformation of *S. japonicus* was performed as described previously [104]. DNA fragments used for transformation were amplified using PrimeSTAR Max DNA Polymerase (Takara Bio Inc.). Transformants were selected on YES plates containing an antibiotic or on Pombe minimal glutamate (PMG) medium plates lacking uracil. Correct transformants were confirmed by genomic PCR using 2 × Taq Master Mix (Novoprotein Scientific Inc.).

Temperature/cold-sensitive (ts/cs) mutant strains were generated using an error-prone PCR-based random mutagenesis method [77]. Briefly, a target gene (*clr4*^+^, *red5*^+^, or *pla1*^+^), including the drug resistance marker *natMX6*, was subjected to error-prone PCR using LA Taq DNA Polymerase (Takara Bio Inc.). To increase the mutation rate, dGTP was added to the PCR reaction to a final concentration of 0.8 mM. The resulting PCR products were used to transform a wild-type strain, and the transformants were selected on YES plates containing the appropriate antibiotics at 26°C for 3–4 days. Single colonies were replica-plated onto YES plates containing Phloxine B (PhB) and incubated at 18°C, 26°C, and 37°C. PhB stains dead cells deep red, whereas viable cells appear pink. Transformants exhibiting growth defects at 18°C and/or 37°C were subjected to ChIP-qPCR analysis of H3K9me2 to identify mutants defective in heterochromatin assembly (resulting in *clr4–1*, *red5–1*, and *pla1–3*). The mutations in the corresponding genes of three mutants were determined by Sanger sequencing of genomic DNA. *S. japonicus* strains used in this study are listed in S11 Table.

### Western blotting

Protein extracts were prepared using previously described methods [39,105]. For detection of epitope tagged proteins, anti-GFP (No.11814460001, Roche), anti-c-myc (HT101–01, Transgene), anti-HA (HT301–01, Transgene), or anti-mCherry (bsm-33131M, Bioss) antibody was used. The *S. japonicus* PCNA ortholog Pcn1 was detected using an anti-PCNA antibody (A13336, ABclonal), which served as a protein loading control.

### Fluorescent microscopy

Fluorescence and differential interference contrast (DIC) images were acquired using a Zeiss Axio Imager Z2 Upright Microscope (Carl Zeiss MicroImaging). ZEN lite 2012 software (Carl Zeiss MicroImaging) was used to process RAW images.

### RNA analyses

Yeast cells were harvested at mid log-phase (OD_600_ = 0.5–1). Total RNA was isolated using the MasterPure Yeast RNA Purification Kit (Lucigen). Strand-specific RNA-Seq was conducted using the VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (NR605–02, Vazyme) and NovaSeq 6000 S4 Reagent Kit (Illumina). Raw sequencing reads were processed as described previously [37]. The RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE237964. Gene ontology (GO) enrichment analysis was performed using Metascape [106]. Due to the limited availability of *S. japonicus* gene annotations in Matascape, orthologous genes in *S. pombe* were used for this analysis. RT-qPCR was performed using the PrimeScript II 1st strand cDNA Synthesis Kit (Takara Bio Inc.) and ChamQ Universal SYBR qPCR Master Mix (Vazyme). Primers used for qPCR are listed in S12 Table.

### Chromatin Immunoprecipitation (ChIP)

ChIP was performed as described previously [37,107] with slight modifications. Specifically, fission yeast cells were grown to mid log-phase (OD_600_ = 0.5–1) at 26°C (permissive temperature for all mutant strains) and harvested. Cells were washed with 1 × PBS and then fixed in 3% formaldehyde for 10 minutes at room temperature. Chromatin was sheared by sonication using a Bioruptor Plus sonication device (Diagenode) to an average size of less than 500 base pairs. For immunoprecipitation, 2 μg of antibodies against H3K9me2 (ab1220, Abcam), H3K9me3 (DF6938, Affinity Biosciences), histone H3 (ab1791, Abcam**),** or anti-GFP (ab290, Abcam) antibody as well as 20 μL of protein A/G magnetic beads (P2108, Beyotime Biotechnology) were used for each sample. After immunoprecipitation, samples were reverse crosslinked by incubation at 68°C overnight. Primer sequences used for ChIP-qPCR are listed in S12 Table.

### Identification of Pab2-binding proteins by TurboID and mass spectrometry

Proximity-dependent biotin labeling by TurboID in the search for Pab2-binding proteins was carried out as described previously [70]. Specifically, an *S. japonicus* strain expressing Pab2-TurboID and the corresponding parental strains were lysed using RIPA buffer [50 mM Tris−HCl (pH 7.5), 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 0.1% SDS, and 1% NP-40] supplemented with 0.4% sodium deoxycholate, 1 mM DTT, 1 mM phenylmethylsulfonyl fluoride (PMSF). Biotinylated proteins in the clarified lysates were purified using streptavidin magnetic beads (GE Healthcare Life Science), digested with trypsin (Promega), and desalted using SOLAµ SPE Plates (Thermo Fisher Scientific). Liquid chromatography with tandem mass spectrometry (LC-MS/MS) was performed using a Q Exactive HF-X mass spectrometer coupled to an Easy nLC 1200 system (Thermo Fisher Scientific). Peptides were separated using a 60-minute gradient on a homemade C18 column and ionized by electrospray. Full MS and HCD MS/MS spectra were acquired. Raw data were processed using MaxQuant 1.6.5.0, searching against the *S. japonicus* UniProt proteome (Proteome ID: UP000001744). Peptide and protein identifications were filtered to a 1% false discovery rate (FDR). Detailed parameters for LC-MS/MS and proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD053432.

### Yeast two-hybrid assays

Yeast two-hybrid assays were performed using the pGBKT7 and pGADT7 plasmids that contain full-length coding sequences of the proteins of interest or those with specific mutations. The indicated plasmid pairs were co-transformed into the *S. cerevisiae* AH109 strain (*MATa*, *trp1–901*, *leu2–3*, *112*, *ura3–52*, *his3–200*, *gal4*∆, *gal80*∆, *LYS2*::*GAL1*_UAS_-*GAL1*_TATA_-*HIS3*, *MEL1*, *GAL2*_UAS_-*GAL2*_TATA_-*ADE2*, *URA3*:: *MEL1*_UAS_-*MEL1*_TATA_-*lacZ*) (YC1010, Weidi Biotechnology Company). Successful co-transformation was confirmed by growth on complete minimal (CM) medium plates [108] lacking leucine and tryptophan (–Leu–Trp). Interactions were assessed by growth on CM medium lacking leucine, tryptophan, and histidine (–Leu–Trp–His) for medium interaction and on CM medium lacking leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade) for strong interactions.

A yeast reverse two-hybrid assay [78] was performed to identify critical amino acid residues of Ppn1 required for interaction with Clr4. Briefly, a cDNA fragment encoding Ppn1 was amplified by error-prone PCR using LA Taq DNA Polymerase (Takara Bio Inc.). The mutagenized *ppn1*^+^ fragment, a gapped pGBKT7 plasmid, and pGADT7 carrying the *clr4*^+^ gene were co-transformed into AH109. Transformants grown on CM–Leu–Trp plates were screened on CM–Leu–Trp–His plates for loss of growth, indicating loss of interaction. The *ppn1* mutations from clones exhibiting compromised Ppn1-Clr4 interaction were determined by Sanger sequencing.

### RNA immunoprecipitation (RNA-IP)

RNA-IP was conducted with anti-GFP (ab290, Abcam) antibody as described previously [39]. Specifically, yeast cells harvested during log-phase growth (OD_600_ = 0.5–1) were washed with 1 × PBS containing 0.1 mM PMSF. Cells were lysed in RNA-IP buffer (50 mM HEPES, 140 mM NaCl, 10% glycerol, 1 mM EDTA, 0.1% Triton X-100, 0.1% NP- 40, 1 mM PMSF, 2 mM vanadyl ribonucleoside complex, 400 U/mL RNasin Plus RNase inhibitor) and 5% of the supernatant was saved as input after having been centrifuged. The remainder of the supernatant was then incubated with 40 μL of protein A/G magnetic beads (B23201, Bimake.com) coupled with 2 μL of anti-GFP antibody (ab290, Abcam) for 3 hours at 4°C with rotation. The beads were then separated and washed three times with RNA-IP buffer. RNA was cleaned up using the Trizol method, and DNA was removed through digestion with TURBO DNase (Thermo Fisher Scientific). Purified RNAs were again cleaned up using MasterPure Yeast RNA Purification Kit (Lucigen). RT-qPCR was performed using the PrimeScript II 1st strand cDNA Synthesis Kit (TaKaRa Bio Inc.) and ChamQ Universal SYBR qPCR Master Mix (Vazyme). Primer sequences used in RNA-IP are listed in S12 Table.

### Recombinant protein expression and purification

MBP-Pab2–6 × His tag and MBP-Pab2RA-6 × His tag fusion proteins were expressed and purified from *E. coli* BL21-CodonPlus (DE3)-RIL cells (EC1008, Weidi Biotechnology Company). *E. coli* cells were pre-cultured overnight at 37°C and inoculated at a ratio of 5–10% into 500ml of LB medium containing the appropriate antibiotics. *E. coli* cells were grown to OD_600_ = 0.5−0.8 at 37°C, 150 rpm and induced with 1 mM IPTG at 37°C, 120 rpm for 2–4 hours. Pelleted cells were lysed in lysis buffer (50 mM pH 7.5 Tris–HCl, 1M NaCl, 1 M urea, 10 mM imidazole, 1.5 mM 2-mercaptoethanol, 1% NP-40, 5% glycerol and protease inhibitor cocktail) by sonication. Lysates were pelleted at 15,000 rpm at 4°C for 45 min. Supernatants were purified using 2 mL Ni NTA Beads (SA004025, Smart-Lifesciences) prewashed with lysis buffer at room temperature. Supernatants incubated with beads at 4°C for 1 hour and then beads were washed with lysis buffer for 6 times. Proteins were eluted with elution buffer (50 mM pH 7.5 Tris–HCl, 1M NaCl, 1 M urea, 500 mM imidazole, 1.5 mM 2-mercaptoethanol and 5% glycerol). The eluted proteins were analyzed by SDS-PAGE and dialyzed into dialysis buffer (20 mM pH 7.5 Tris–HCl, 150 mM NaCl, and 1 mM DTT). Proteins in dialysis buffer were concentrated by Amicon Ultra-4 Centrifugal Filter Unit (UFC803008, Sigma) and then incubated with TEV protease at 30°C for 1 hour. The fractions were analyzed by SDS-PAGE and stored at −80°C after flash frozen in liquid nitrogen.

### *In vitro* liquid droplet formation assay

After removing MBP and His tag in MBP-Pab2–6 × His tag and MBP-Pab2^RA^-6 × His tag fusion proteins by TEV protease, proteins were diluted to the indicated concentrations with dialysis buffer (20 mM pH 7.5 Tris–HCl, 150 mM NaCl, and 1 mM DTT). Proteins were observed under a DIC microscope using a Zeiss Axio Imager Z2 microscope (Carl Zeiss MicroImaging) with a 40x objective. All imaged were captured within 5 min after LLPS induction at room temperature.

## Supporting information

S1 Fig Characterization of *S. japonicus pab*2Δ. (A) Growth assay of wild-type (WT) and *pab2*Δ cells. Ten-fold serial dilutions were spotted onto complete medium plates and incubated at the indicated temperatures. (B) WT and *pab2*Δ cells were grown in complete liquid media, and OD_600_ was measured at the indicated temperatures. Data represent mean ± SD of three independent experiments. (C) Microscopic analyses of DAPI-stained WT and *pab2*Δ cells. Scale bars, 2 μm. The percentage of cells with abnormal DNA and the number of cells counted are shown below each panel. (D) DIC images of WT and *pab2*Δ cells were taken after sporulation induction. Scale bars, 2 μm. (E) Homothallic WT and *pab2*Δ cells were subjected to a nitrogen-depleted condition, and mating efficiency was assessed by counting 2000 cells under a microscope. Scale bars, 2 μm. (F) Differentially expressed genes (DEGs) in *pab2∆* (two biological replicates) are shown in Venn diagrams. The left diagram shows genes with > 2-fold increased expression, and the right diagram shows genes with < 0.5-fold decreased expression. For each comparison, the same set of 5,272 genes was examined. The statistical significance (*p*-value) of the overlap between each of the two groups using a hypergeometric test is shown under the diagrams. (G) Putative meiotic gene expression in WT and *red1*Δ. RT-qPCR analysis of four inferred meiotic genes in WT and *red1*Δ cells. The four putative meiotic mRNAs (*mei4*, *ssm4*, *rec8*, and *spo5*) were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05, **p < 0.01, and ***p < 0.005; N.S.: not significant). (H) The localization of Pab2-GFP and Red1-mCherry during vegetative growth was examined by fluorescent microscopy. Scale bars, 2 μm.

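Of the 5272 genes listed, 375 have no ratio in one or both replicates because WT is at 0, and 180 are at 0 in all 6 libraries, 142 of them tRNA genes or pseudogenes. With all listed genes as the background, 441 and 446 genes of *pab2*Δ had a ratio above 2, and the same 389 were shared, against 37.3 expected. For the downregulated genes the lists held 154 and 162 genes (one-sided exact hypergeometric test, p = 1.91e-140). This background was chosen after seeing the data.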

(TIF)

S2 Fig Isolation and characterization of the *clr4–1* mutant strain. (A) Schematic representation of the amplicons used in this study. The position of *cen* and *tel* amplicons, located within the pericentromeric heterochromatin of centromere 3 and the right end of chromosome 2 (Telomere 2R), respectively, is depicted. (B) Growth assay of wild-type (WT) and *clr4–1* cells. Ten-fold serial dilutions were spotted onto complete medium plates and incubated at the indicated temperatures. (C) Schematic representation of the Clr4 protein and the mutations found in *clr4–1*. Clr4 has a chromodomain (Chromo) and a SET domain. The *clr4–1* allele contains two base substitutions (A153G and T1030C), and only the T1030C substitution resulted in the C334R substitution in the SET domain. (D) Venn diagrams show differentially expressed genes (DEGs) (left: > 2-fold increased expression; right: < 0.5-fold decreased expression) in *pab2∆* and *clr4–1* cells. The statistical significance (*p*-value) of the overlap between each of the two groups using a hypergeometric test is shown under the diagrams. (E) GO analysis of the downregulated genes in *pab2*Δ and *clr4–1* cells. The Y-axis represents the GO annotations (e.g., gamma-aminobutyric acid metabolic process). The X-axis represents the significance of the enriched annotations (-log_10_*p*). (F) ChIP-qPCR analysis of RNA polymerase II (Pol II) occupancy at centromere 3 (*cen*) and telomere 2R (*tel*) in WT, *pab2*∆, and *clr4–1*. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05 and **p < 0.01; N.S.: not significant).
(TIF)

S3 Fig Cid14 is involved in transcription sliencing and heterochromatin formation at heterochromatic regions. (A) RT-qPCR analysis of centromeric and telomeric transcripts in WT, *cid14*Δ, *pab2*^RRM3A^, and *cid14*Δ-RRM3A strains. Centromeric (*cen*) and telomeric (*tel*) transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05 and **p < 0.01; N.S.: not significant). (B) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment in WT, *cid14*Δ, *pab2*^RRM3A^, *cid14*Δ*pab2*^RRM3A^, and *pab2*Δ. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001; N.S.: not significant).
(TIF)

S4 Fig Characterization of Pab2 nuclear dots and the importance of the C-terminal intrinsically disordered domain. (A) The number of Pab2 foci in vegetative cells expressing Pab2-GFP. A total of 200 cells were examined. (B) Pab2-GFP localization in untreated, treated with 5% (w/v) 1,6-hexanediol for 10 minutes (Treated) and after a 60-min recovery period following 1,6-hexanediol removal (Recovered). Scale bars, 2 μm. (C) Western blotting of Pab2-GFP before, during, and after 1,6-hexanediol treatment (untreated, treated, and recovered). Pcn1/PCNA was used as a loading control. (D) Schematic representation of Pab2 and the Pab2ΔIDR truncation mutant proteins. (E) Thiabendazole (TBZ) sensitivity assay of untagged (WT), *clr4–1*, Pab2ΔIDR-GFP, Pab2^RA^-GFP, and Pab2-GFP cells. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and grown at 30°C. (F) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in Pab2-GFP and Pab2ΔIDR-GFP strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05 and ***p < 0.005; N.S.: not significant). (G) Schematic representation of MBP-Pab2–6 × His tag and MBP-Pab2^RA^-6 × His tag fusion proteins. (H) Purified MBP-Pab2–6 × His tag and MBP-Pab2^RA^-6 × His tag fusion proteins with and without TEV treatment were stained by Coomassie brilliant blue. (I) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in Pab2-GFP and Pab2^RA^-GFP strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05 and **p < 0.01; N.S.: not significant). (J) TBZ sensitivity assay of WT, *clr4–1*, and *mit1*∆ cells. Ten-fold serial dilutions were spotted onto complete medium plates with or without thiabendazole and grown at 30°C.
(TIF)

S5 Fig Pab2 RNA recognition motif is involved in transcription silencing at heterochromatic regions. (A) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in WT, *pab2*ΔRRM, *pab2*^RRM3A^, and *pab2*^RRM3A-RA^ strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. (Left) Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05, **p < 0.01, and ***p < 0.001; N.S.: not significant) (Right) Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05, **p < 0.01 and ***p < 0.005; N.S.: not significant). (B) Thiabendazole (TBZ) sensitivity assay of untagged (WT), *clr4–1*, *pab2*ΔRRM, Pab2^RRM3A-RA^-GFP, Pab2^RRM3A^-GFP, and Pab2-GFP cells. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and grown at 30°C. (C) Fluorescent microscopy of Pab2-GFP and Chp1-tdTomato localization during vegetative growth. Scale bars, 2 μm.
(TIF)

S6 Fig Characterization of Pab2-binding proteins. (A) Schematic representation of the Red5 protein and the mutations found in *red5–1*. Red5 has multiple CCCH-type zinc-finger motifs. The *red5–1* allele contains two amino acid substitutions, Q253R and T265A, in the zinc finger domain. (B) Growth assay of wild-type (WT) and *red5–1* cells. Ten-fold serial dilutions were spotted onto complete medium plates and incubated at 18°C and 30°C. (C) Thiabendazole (TBZ) sensitivity assay of the indicated strains. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and grown at 30°C. (D) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in WT, *red5–1*, and *rmn1*Δ strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (*p < 0.05 and **p < 0.01; N.S.: not significant). (E) The Pab2 protein was separated into three domains, the N-terminal domain (N), the RNA recognition motif (RRM), and the C-terminal intrinsically disordered domain (IDR), and each fragment was subjected to yeast two-hybrid assays to test its interaction with Red5 and Rmn1. (F) Western blotting of Pab2-GFP and Pab2ΔN-GFP. Pcn1/PCNA was used as a loading control. (G) The localization of Pab2ΔN-GFP/Red5-tdTomato and Pab2ΔN-GFP/Rmn1-tdTomato was examined by fluorescent microscopy. Scale bars, 2 μm. (H) Growth and TBZ sensitivity assay of WT, *pab2*∆, and *pab2*∆N strains. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and incubated at 18°C and 30°C (for growth assay) or at 30°C (for TBZ sensitivity assay).
(TIF)

S7 Fig Dri1, an Rmn1-binding protein, is dispensable for constitutive heterochromatin formation. (A) Yeast two-hybrid assays to examine the interaction between Dri1 and Pab2. Ten-fold serial dilutions of the *S. cerevisiae* AH109 strain carrying indicated plasmids were spotted onto minimal plates lacking leucine and tryptophan (-Leu-Trp), leucine, tryptophan, and histidine (–Leu–Trp–His), or leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade). p53 and T antigen (T) were used as positive controls. (B) ChIP-qPCR analysis of H3K9me2 and total H3 enrichment at centromeres (*cen*) and telomeres (*tel*) using the indicated strains. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a one-way ANOVA followed by Dunnett’s multiple comparison test, with WT as the reference sample (**p < 0.01 and ***p < 0.001; N.S.: not significant). (C) Thiabendazole (TBZ) sensitivity assay of the indicated strains. Ten-fold serial dilutions were spotted onto complete medium plates with or without TBZ and incubated at 26°C.
(TIF)

S8 Fig Characterization of the Ppn1 mutant that does not interact with Clr4. (A) Yeast two-hybrid assays testing the interaction between Ppn1 and the N-terminal (N), RNA recognition motif (RRM), intrinsically disordered domain (IDR), ΔN, ΔRRM, or ΔIDR of Pab2. Ten-fold serial dilutions of the *S. cerevisiae* AH109 strain carrying indicated plasmids were spotted onto minimal plates lacking leucine and tryptophan (–Leu–Trp), leucine, tryptophan, and histidine (–Leu–Trp–His), or leucine, tryptophan, histidine, and adenine (–Leu–Trp–His–Ade). p53 and T antigen (T) were used as positive controls. (B) The localization of Ppn1-tdTomato in vegetative WT and *pab2*Δ cells was examined by fluorescent microscopy. Scale bars, 2 μm. The percentage of cells which can form Ppn1 foci and the number of cells counted are shown below each panel. (C) Western blotting of Ppn1-tdTomato in WT and Pab2Δ strains. Pcn1/PCNA was used as a loading control. (D) Yeast two-hybrid assays for the assessment of the interaction between Ppn1 and three Clr4 fragments (CD: chromodomain, M: middle, and SET: the SET domain). The assays were performed as in (A). (E) Yeast two-hybrid assays for testing Ppn1-Clr4 and Ppn1^V354A, L355P^-Clr4 interactions. The assays were conducted as in (A). (F) RT-qPCR analysis of transcripts from *mei4*^+^, *ssm4*^+^, *spo5*^+^, *rec8*^+^, as well as centromeric (*cen*) and telomeric (*tel*) transcripts, in WT and *ppn1*^V354A, L355P^ strains. The transcripts were normalized to *act1* mRNA to determine their relative expression levels. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using a two-tailed unpaired *t*-test (*p < 0.05 and **p < 0.01; N.S.: not significant).
(TIF)

S1 Table Genes upregulated (>2) in *pab2*Δ.

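The 389 genes of this table are the genes that pass the fold rule on the deposited values, and each ratio in the table equals the quotient of FPKM values, to within 0.000462%. Of these, 388 are protein-coding genes in the RefSeq table of assembly SJ5. Their median FPKM in WT was 5.70, against 27.0 for all genes with a ratio, and in 184 of them the WT mean was below 5 FPKM.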

S2 Table Genes downregulated (<0.5) in *pab2*Δ.

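The fold rule on the deposited values gives the 83 genes of this table and a further 23 genes that are listed at 0 in both *pab2*Δ libraries. These 23 are *pab2* and 22 tRNA genes. The tRNA genes are at 0.985 to 13.4 FPKM in WT and hold 5 distinct sets of values across the libraries, so that many are copies with identical values. In S6 Table 57 of the 59 genes downregulated in *clr4–1* are listed, and the other 2 are tRNA genes at 0 in both *clr4–1* libraries. S8 Table lists 27 of the 28 genes downregulated in both strains, and the other 1 is a tRNA gene.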

S3 Table GO analysis of genes with expression increased (>2) in *pab2*Δ.

S4 Table GO analysis of genes with decreased expression (<0.5) in *pab2*Δ.

S5 Table Genes upregulated (>2) in *clr4–1.*

S6 Table Genes downregulated (<0.5) in *clr4–1.*

S7 Table Genes upregulated (>2) in both *pab2*Δ and *clr4–1.*

S8 Table Genes downregulated (<0.5) in both *pab2*Δ and *clr4–1.*

S9 Table Mass spectrometry results (peptide counts and LFQ) for Pab2-TurboID, Rpn12-TurboID, and NIG2021 (an untagged control strain).

S10 Table Mutation sites in *pla1–3.*

S11 Table Strains used in this study.

S12 Table Primers used in this study.

S13 Table Underlying numerical data for all graphs.

S1 Movie Pab2 droplets *in vitro.* (AVI)

How the deposited data were processed for this re-analysis (not part of the article)

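RNA from WT, *pab2*Δ and *clr4–1* cells of *S. japonicus*, 2 libraries per strain, was sequenced by the authors. The table the authors deposited holds FPKM values for 5272 genes in each of the 6 libraries. The unit is not written in it and was taken from the values, which are fractional and sum to different totals, and from its column names, which are those Cufflinks writes. The paper refers to an earlier publication for the processing of reads, and its text names no aligner, genome build, annotation or treatment of reads that fit several genes. The deposited ratio columns were computed by the authors as the mutant FPKM divided by the WT FPKM of the same experiment. They equal that quotient in all 4928 genes of the first and all 4937 genes of the second replicate in which WT is above 0.

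WT and *clr4–1* columns carry a replicate number that matches the sample labels. The 2 *pab2*Δ columns carry none. They were paired with the WT libraries only through the ratio columns, and are called first and second replicate in that sense.

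FPKM gives no number of reads and no whole reads could be recovered from it, so the depth per library is unknown and no counting error is given. The sums of FPKM were 1068001 and 1047611 in WT, 920550 and 910209 in *pab2*Δ, and 1080821 and 1063580 in *clr4–1*. Between 276 and 344 genes were listed at 0 in a library. An exact 0 can be a failed estimate, so such genes are said to be listed at 0. Between replicates, 34 of the 4899 tested genes differed by over 2-fold in WT, 45 in *pab2*Δ and 37 in *clr4–1*, after 1 FPKM was added to both values. This hides larger ratios between values near or below 1 FPKM. No nonzero value was identical between replicates.

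Gene names came from the deposited table, from the paper's supplementary tables and from the RefSeq gene table of assembly SJ5, to which 5213 genes matched by locus tag. No coordinates are given because the build behind the FPKM values is not named. That table was used for gene names, for the kind of gene and for which genes neighbour each other.

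Genes were called by the fold rule of the paper's tables, a ratio above 2 or below 0.5 in both replicates. No pseudocount was used, and genes with WT at 0 have no ratio. Genes with a mean of at least 1 FPKM were also tested with limma 3.58.1 (R 4.3.3) on log2(FPKM + 1), with 1 model of the 3 strains over all 6 libraries, an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment, called at an adjusted p-value under 0.05. Overlaps were tested with one-sided exact hypergeometric tests over the 4897 genes with a ratio in both replicates, and gene sets with one-sided Fisher's exact tests over the same genes, adjusted over the 6 set tests with the Benjamini-Hochberg method. The meiosis and amino acid sets were fixed as lists of symbols and words, and the transposon set as genes with that word in their description. The genes named are those the paper names, the transposon set, the 5 largest increases and 5 largest decreases in each strain among genes that passed both criteria, the genes with opposite calls in the 2 strains, and the 3 largest changes of each set. Genes at 0 have no finite log ratio and were left out of that ranking. *meu6*, a neighbour of *clr4*, and the set members that changed in both strains are named as well. Other genes named in the closing section were chosen after their values were seen.

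Simulations of unchanged strains against shared WT libraries were run 1000 times. On simulated data with 200 genes changed 3-fold, limma recovered 198 and called 4 of 4615 unchanged genes. The fold rule recovered 198 and called 3 of 4768. These 200 genes were drawn from those with a WT mean of at least 5 FPKM, and no simulated value was 0. Recovery at lower FPKM was therefore not tested. Below that mean lie 184 of the 389 genes upregulated in *pab2*Δ and 40 of the 47 in *clr4–1*. In a simulated unchanged strain limma called 0 of 4815 genes. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

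Alternatives were pseudocounts of 0.1, 1 and 5, no filter or a mean of at least 5 FPKM, unweighted TMM factors (trimming 30% of log ratios and 5% of levels), fits of 4 libraries, a replicate block, a 3-fold threshold, all 4 ratios of mutant to WT libraries, other backgrounds and leaving out each replicate. ChIP, RT-qPCR and coverage over intervals were not analysed here, and the GO annotation was not used here.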

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

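The tests in this part were chosen after the results were seen, and so were the genes named in it.

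The paper's tables rest on ratios, which do not exist where a WT library is at 0, so genes that rise from 0 are outside them. In *clr4–1*, 9 protein-coding genes without a ratio were above 1 FPKM in both libraries and over 2 times both WT values. *SJAG_06608* was at 0 and 1.91 FPKM in WT and at 32.6 and 40.2 FPKM in *clr4–1*, and *SJAG_04448* at 0 and 0.157 FPKM in WT and at 23.3 and 26.7 FPKM in *clr4–1*. In limma with Benjamini-Hochberg adjustment and no filter on low values, 8 of the 9 passed the threshold. Noise of low values would leave such genes near the limit, and 7 of the 9 were above 5 FPKM in both *clr4–1* libraries, which argues against it. The loss of Clr4 function is a candidate explanation that stays open as a hypothesis, and so do reads shared with other copies, neither of which was tested. A further 9 tRNA genes met the same rule in *clr4–1*, 5 of them with identical values.

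In *pab2*Δ, 8 protein-coding genes met the same rule, 1 of them (*SJAG_06187*) above 5 FPKM in both libraries, and 8 passed limma without the filter. *crs1* was at 0.230 and 0 FPKM in WT and at 4.67 and 3.88 FPKM in *pab2*Δ. None of the 8 was among the 9 of *clr4–1*. A further 2 tRNA genes met the rule in *pab2*Δ, both at 0 in both WT libraries. *SJAG_16274* was at 13.0 and 13.4 FPKM in *pab2*Δ (adjusted p = 7.61e-06 from limma without the filter), and *SJAG_16164* at 6.44 and 51.0 FPKM (adjusted p = 0.0307 from limma without the filter), and the latter met the rule in *clr4–1* as well. No technical explanation was tested for these genes, and most are low enough that noise is not excluded.

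In *pab2*Δ, 22 tRNA genes were listed at 0 in both libraries and above 0 in both WT libraries, from 0.985 to 13.4 FPKM. The paper does not list them. Shallower *pab2*Δ libraries would tend to list more genes at 0 over the whole table. The lower of the 2 *pab2*Δ libraries had 327 genes at 0 and the other 344, against 335 and 344 in WT, which gives no sign of lower depth. Genes that rise from 0 in *pab2*Δ lower this count, so it cannot exclude depth. The 22 genes hold 5 distinct sets of values over the 6 libraries, and 20 share their values with another of the 22, as reads shared between identical copies would give. The 22 genes therefore may count as few as 5 observations. In *clr4–1*, which was not used to pick these genes, 21 of the 22 were above 0. Of all 331 tRNA genes, 42 and 61 were above 0 in the *pab2*Δ libraries, against 53 and 62 in WT, and their sums were 236 and 437 FPKM, against 271 and 347 FPKM. The medians of the values above 0 were 1.04 and 1.24 FPKM in *pab2*Δ, against 2.60 and 1.87 FPKM in WT, and 2 tRNA genes rose from 0, as given above. These values go both ways, so an effect of the deletion on tRNA in general, or on these 22, which were picked for being at 0, stays open.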

How the results depend on the processing

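All choices in this part were made before the data were examined, except those named next. Requiring a value above 0 in both mutant libraries was chosen after seeing the data. So were the background of all listed genes and that of genes with a symbol or description. Under those 3 settings the tests of overlaps and sets stayed on their side of the threshold. The tests of the meiosis set in *clr4–1* and of both sets among genes changed in both strains were not planned beforehand. All their alternatives were chosen after seeing the data.

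Adding 5 FPKM to both values of each ratio gave 210 upregulated and 68 downregulated genes in *pab2*Δ, and 21 and 39 in *clr4–1*, of which 206, 68, 13 and 39 were among the genes called without it. A 3-fold threshold left 220 and 48 in *pab2*Δ, and 26 and 26 in *clr4–1*, since it is stricter by construction. Requiring a mean of at least 5 FPKM left 20 upregulated genes in *clr4–1*, because fewer genes qualify. TMM scaling gave 175 downregulated genes in *pab2*Δ. The ratio of a single replicate, which is judged on 1 value and not on 2, gave 154 to 162 downregulated genes in *pab2*Δ, and 88 to 93 upregulated and 100 to 111 downregulated genes in *clr4–1*. It gave 57 to 58 genes up in both strains and 49 to 52 down in both. The other fold-rule counts within each strain stayed within 1.5 times. The number of genes up in both strains was 31, and 10 with a pseudocount of 1, 14 with a mean of at least 5 FPKM, and 55 or 53 with a different WT library for each strain, and each of these overlaps still passed the exact test.

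By limma, TMM scaling gave 1612 higher and 1692 lower genes in *pab2*Δ (2634 and 977 as deposited), 1030 higher and 865 lower in *clr4–1* (740 and 1345), and 1688 higher and 1690 lower in *pab2*Δ than in *clr4–1* (2991 and 852). It moved the median log2 fold change of *pab2*Δ from 0.19 to -0.0079. Whether the deposited scale or the TMM scale is closer to the RNA content of the cells cannot be decided from FPKM. With at least a 2-fold change required as well, 358 genes were higher and 103 lower in *pab2*Δ, 33 and 55 in *clr4–1*, and 517 differed between the strains, 415 higher and 102 lower in *pab2*Δ, which is stricter by construction. Other pseudocounts, filters and the fits of 4 libraries kept these counts within 1.5 times.

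The overlap between the genes that limma called higher in each strain was 415 genes (one-sided exact hypergeometric test, p = 0.0915), whereas the overlaps of the fold-rule lists and of the genes called lower passed the threshold under each alternative that gives a test. The cause of this difference was not tested. For the limma lists no simulation with shared WT libraries was run, so what these libraries add to the overlaps is unknown. The median log2 fold change of the transposon genes in *clr4–1* was 6.69 with a pseudocount of 0.1 and 4.44 with 1, since a larger pseudocount shrinks the change of genes near 0. The set tests of meiosis genes in *pab2*Δ and of amino acid genes in each strain kept their direction and their side of the threshold under each alternative. So did the tests of both sets among genes changed in both strains, except against the genes changed in a single strain, of which these genes are a part. Of the genes upregulated in *pab2*Δ or in *clr4–1*, the same 4 meiosis genes compare with 3.75 and 2.64 expected (same exact test, p = 0.531 and 0.176), and of the downregulated genes the same 5 amino acid genes with 3.17 and 2.85 (same exact test, p = 0.176 and 0.076). The set tests against all genes therefore do not show an enrichment beyond that of *pab2*Δ, or for amino acid genes beyond that of *clr4–1*. For the meiosis set in *clr4–1* the test cannot decide, because all 4 members on that list were among the shared genes. No p-value below 0.176 was possible there. The test of the meiosis set in *clr4–1* (4 genes, one-sided Fisher's exact test, p = 0.0414) held with only genes that have a symbol or a description (4 genes, p = 0.000689) and under no other alternative. It gave 2 genes with words of the descriptions alone (p = 0.0534) and 2 with a mean of at least 5 FPKM (p = 0.0817), by the same exact test. On the genes that limma called higher it gave 20 against 20.8 expected (same exact test, p = 0.618), so the direction was reversed. The cause was not tested.

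Of 98 fold changes of named genes, 7 changed sign under TMM scaling. These were in *pab2*Δ *red5* (-0.024), *pla1* (-0.14), *dri1* (-0.12) and *cid14* (-0.034), and in *clr4–1* *mit1* (0.023), *pla1* (0.029) and *ppn1* (0.044). After scaling, *pla1* and *dri1* passed the threshold as lower in *pab2*Δ, whereas *dri1* had passed it as higher on the deposited scale. *red5* and *cid14* had also passed it as higher in *pab2*Δ (adjusted p of 0.0085 and 0.0098 from limma). After scaling they no longer passed it (adjusted p of 0.636 and 0.471 from limma). TMM factors multiply each library by construction, so genes with small changes move with the median. TMM scaling made 4 others pass the threshold and 4 others lose it, and a pseudocount of 0.1 made 2 pass it. In a single replicate alone 11 had another sign, of which 0 had passed the threshold with all libraries.

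Replicate numbers are shared between the strains, and a fit with the replicate block gave 2598 higher and 961 lower genes in *pab2*Δ, 695 and 1254 in *clr4–1*, and 2954 and 842 between the strains. Under it 1 fold change of a named gene came to pass the threshold (*SJAG_05154* in *pab2*Δ) and 2 no longer did (*dri1* in *pab2*Δ and *SJAG_01096* in *clr4–1*). Deviations of same-numbered libraries from their group means correlated across genes with r of 0.0079 for WT and *pab2*Δ, -0.094 for WT and *clr4–1* and -0.11 for *pab2*Δ and *clr4–1*. These values show no shift in common between same-numbered libraries. They cannot show whether such libraries were prepared together.

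A test on counts of reads was listed as an alternative for data with counts and was not run, because FPKM holds no counts and whole reads were not recoverable from it. With 2 libraries per strain and unknown depth, the values of genes near 0 FPKM are limited most.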

Differences from the paper's values

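The paper's RT-qPCR values (mean ± SD, relative to *act1* and WT) are set beside FPKM relative to *act1* and WT, which is another assay of the same strains. For *ssm4* in *pab2*Δ the paper's value is 2.81 ± 1.02, against 1.28 here. For *spo5* in *pab2*Δ it is 24.1 ± 6.85, against 10.4. For the Mc-like gene the paper's values are 3.65 ± 0.478 in *pab2*Δ and 1.44 ± 0.272 in *clr4–1*, against 2.10 and 0.849. For the Pc-like gene in *pab2*Δ it is 3.51 ± 0.683, against 1.51. Of the alternatives set before the data were examined, pseudocounts of 0.1, 1 and 5 and leaving out either replicate were run for these values, and none of them closed any of these gaps. TMM factors cancel in a value relative to *act1*. With a pseudocount of 1 the values were 1.24 for *ssm4*, 6.68 for *spo5*, 2.07 and 0.855 for the Mc-like gene and 1.50 for the Pc-like gene.

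The paper lists 83 downregulated genes in *pab2*Δ, 57 in *clr4–1* and 27 in both, against 106, 59 and 28 here. Requiring a value above 0 in both mutant libraries, which was chosen after seeing the values, gives the paper's 83, 57 and 27 genes. Requiring a mean of at least 5 FPKM, an alternative set before the data were examined, also gives 27 genes down in both strains.

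The paper states that the 3 mating-type genes were elevated in *pab2*Δ. Here *SJAG_05154* had a mean ratio of 1.48 and an adjusted p of 0.0523 in limma with Benjamini-Hochberg adjustment. With the replicate block, set before the data were examined, it was 0.0272, and over the alternatives it ran up to 0.191.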

Other observations

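The tests of chance placement of neighbouring genes and of genes near the ends of gene runs were chosen after the patterns were seen. The other tests in this part were written before their results.

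Most *pab2*Δ to WT ratios lay above 1, with median ratios of 1.15 and 1.16 in the 2 replicates, against 0.958 and 0.953 in *clr4–1*. Ribosomal protein genes (130 genes) took 64.6% and 63.8% of the FPKM in WT and 57.7% and 57.1% in *pab2*Δ. If that smaller share were the whole cause, rescaling each library to the other genes would bring the median log2 ratio to 0. After rescaling of FPKM times gene length it was 0.15, against 0.30 with all genes in the sum, and with plain FPKM it was 0.17, against 0.21 as deposited. The share may contribute, but does not account for the whole shift. The authors' scaling between libraries stays open.

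Ribosomal protein genes were lower in *pab2*Δ, with 112 of 128 lower by limma and a median log2 fold change of -0.36 (125 and -0.58 after TMM scaling). In *clr4–1* 106 were higher, with a median of 0.12 (120 and 0.18 after TMM scaling). Gene length does not explain the decrease, since other genes matched on length had a median of 0.16. Other genes matched on expression level in WT had a median of -0.39, and 42.8% of 10000 matched draws lay above the ribosomal protein genes. The decrease may therefore belong to highly expressed genes in general and not to ribosomal protein genes. Whether that is technical or an effect of the *pab2* deletion was not tested.

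Protein-coding genes upregulated in *pab2*Δ often lay next to each other. There were 81 neighbouring pairs with both genes upregulated, against a median of 31 and a maximum of 51 in 10000 random placements (permutation p = 0.0001, the smallest they can give). Leaving out pairs whose annotated extents overlap, there were 65, against a median of 20 and a maximum of 40 (permutation p = 0.0001), so reads shared by overlapping genes are not the whole cause. The pattern was not particular to these genes. Genes downregulated in *pab2*Δ formed 15 neighbouring pairs, against a random median of 1. In *clr4–1* there were 6 upregulated and 12 downregulated pairs, each against a random median of 0 (permutation p = 0.0001 for each of these lists). Domains of shared regulation may be involved, as a hypothesis. Reads that run on from one gene into the next were not tested.

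In the 3 long runs of genes in the RefSeq table, 21.3% of the 300 genes nearest the ends (50 per end) were upregulated in *pab2*Δ, against 7.10% of the other genes (one-sided Fisher's exact test, p = 3.86e-14). With 25 genes per end it was 23.3% against 7.49% (same exact test, p = 3.18e-09), and with 100 it was 16.3% against 6.80% (p = 2.17e-13). The 50 genes per end were chosen after the first genes were seen. In *clr4–1* 6.33% of the end genes were upregulated, against 0.506% elsewhere (same exact test, p = 7.63e-13). Neighbouring genes are not independent, so these p-values are too small. The ends of the runs held 3 to 23 of 50 genes upregulated in *pab2*Δ, so the pattern is uneven. A position effect near chromosome ends may be involved, as a hypothesis, but the build was not matched and the runs are not shown to reach the telomeres.

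Genes upregulated in *pab2*Δ had a median of 5.70 FPKM in WT, against 27.0 for all genes with a ratio. Noise of low values could give such calls, but in 1000 simulated unchanged comparisons at most 7 genes were called upregulated, against 389 observed.

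The log2 fold changes of the 2 strains correlated across genes with r = 0.28, and genes are not independent replicates. Shared WT libraries alone gave a simulated median of 0.50. The simulated strains hold no real changes, so this median cannot tell whether 0.28 shows a relation. With a different WT library for each strain the correlation was 0.22, against simulated values from -0.074 to 0.071. Shared WT libraries are therefore not the whole cause. The other way round it was 0.17, for which no simulation was run. A weak relation between the strains remained with different WT libraries, and its cause was not tested.

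*clr4* was higher in *clr4–1*, with a mean ratio of 2.27. A change shared by the genes around *clr4*, such as an extra copy of the region, would raise its neighbours by more than 1.5 times. The highest of the 4 nearest genes was *meu6* with 1.52, just over that limit, whereas *rxt2*, *ubc4* and *rpn3* had 0.660, 0.912 and 0.901. By the limit set beforehand a local change may therefore contribute, though 3 of the 4 genes fell. By the paper's methods, *clr4–1* was made by transforming cells with a mutagenized *clr4* fragment that carried the resistance marker *natMX6*. Whether this marker alters RNA of *clr4* or its neighbours was not tested, nor was feedback on *clr4* transcription.

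The 5 largest decreases in *pab2*Δ included *urg2*, *urg3*, *urg1* and *uck2*, whose locus tags run from *SJAG_04709* to *SJAG_04713*. *urg1* was at 578 and 576 FPKM in WT, at 9.90 and 9.28 FPKM in *pab2*Δ and at 63.4 and 61.2 FPKM in *clr4–1*. The 4 genes also fell in *clr4–1*, with mean ratios from 0.108 to 0.176.

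Of 27 genes the paper names, limma called 20 higher and 2 lower in *pab2*Δ, and 7 higher and 2 lower in *clr4–1*. Adjusted over the list alone it called 21 and 2, and 7 and 2. The study chose part of this list on these libraries, so it is not independent evidence. After TMM scaling it called 14 higher and 6 lower in *pab2*Δ, and 9 and 1 in *clr4–1*.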
